# Transcriptional Analysis of *Arabidopsis thaliana* Response to Lima Bean Volatiles

**DOI:** 10.1371/journal.pone.0035867

**Published:** 2012-04-25

**Authors:** Sufang Zhang, Jianing Wei, Le Kang

## Abstract

**Background:**

Exposure of plants to herbivore-induced plant volatiles (HIPVs) alters their resistance to herbivores. However, the whole-genome transcriptional responses of treated plants remain unknown, and the signal pathways that produce HIPVs are also unclear.

**Methodology/Principal Findings:**

Time course patterns of the gene expression of *Arabidopsis thaliana* exposed to Lima bean volatiles were examined using Affymetrix ATH1 genome arrays. Results showed that *A. thaliana* received and responded to leafminer-induced volatiles from Lima beans through up-regulation of genes related to the ethylene (ET) and jasmonic acid pathways. Time course analysis revealed strong and partly qualitative differences in the responses between exposure at 24 and that at 48 h. Further experiments using either *A. thaliana* ET mutant *ein2-1* or *A. thaliana* jasmonic acid mutant *coi1-2* indicated that both pathways are involved in the volatile response process but that the ET pathway is indispensable for detecting volatiles. Moreover, transcriptional comparisons showed that plant responses to larval feeding do not merely magnify the volatile response process. Finally, (*Z*)-3-hexen-ol, ocimene, (3*E*)-4,8-dimethyl-1,3,7-nonatriene, and (3*E*,7*E*)-4,8,12-trimethyl-1,3,7,11-tridecatetraene triggered responses in *A. thaliana* similar to those induced by the entire suite of Lima bean volatiles after 24 and 48 h.

**Conclusions/Significance:**

This study shows that the transcriptional responses of plants to HIPVs become stronger as treatment time increases and that ET signals are critical during this process.

## Introduction

A considerable amount of the carbon assimilated by plants is released back to the atmosphere as volatile organic compounds (VOCs), which often become even stronger after plants are attacked by herbivores. These VOC emissions after herbivore attack are often called herbivore-induced plant volatiles (HIPVs). Plant volatiles can mediate many important ecological processes [1], such as pollination, and indirect defenses in which natural enemies of the herbivores are attracted [2]. HIPVs also mediate plant–plant communication in the sense that plants attacked by herbivores can warn their intact neighbors of danger by emitting HIPVs [3].

Since the first reports on plant–plant communication in 1983 [3], [4], this phenomenon has been questioned [5], thoroughly investigated [6], [7], [8], [9], and experimentally proven [10], [11]. The molecular mechanisms and ecological relevance of plant–plant communication have attracted much interest from the research community, especially during the last 10 years [10], as a result of which its mechanisms have gradually emerged. Plant–plant communication is a common phenomenon in nature. Research has shown that volatiles can trigger the resistance of con-specific neighbors for almost 20 kinds of plants, including model species and economic crops [12], [13], [14], both in the laboratory [12], [15], [16] and under natural conditions [4], [6], [17], [18]. However, demonstrations of communication between interspecies are rare, with only three models having been reported to date [7], [17], [18], [19].

Although plant–plant communication has been proven in many systems, its molecular mechanisms, especially those of volatile perception and whole-genome transcriptions of receivers treated with volatiles from emitters [10], remain poorly understood. Although the location of HIPV receptors has not been fully identified yet, some studies have suggested that the jasmonic acid (JA) and ethylene (ET) pathways are involved [13], [20]. However, whether these two pathways are equally effective in the induction process is unknown. Knocking out certain biochemical pathways in receiver plants appears to be a helpful approach [21]. The gene transcript responses of receiver plants exposed to volatiles from emitters have been tested using custom microarray approaches covering part of the whole genome or that of hundreds of genes related to plant defense [12], [22], but the plant defense response is a systematic process involving numerous pathways and genes. Therefore, a time course study using a genome-wide microarray may provide more accurate information about the volatile response process.

Previous research has attempted to determine the extent to which volatile response and direct defense share similar gene expression profiles or pathways. By investigating the expression patterns of some defense genes, Kessler et al. [22] found that both processes activated the same set of genes but that direct damage induced much stronger responses in these genes. However, whether this correlation holds at the whole-genome level and exists in other model systems is yet to be seen. Other studies have also attempted to identify effective volatile chemicals from emitter plants. Although a significant body of evidence indicates that HIPVs, as a mixture, are an effective signal, whether individual compounds, mainly including green leaf volatiles and terenes, can also serve the same function is unclear. Some green leaf volatiles have been found to induce defense responses in several plants [9], [20], [23], [24], but whether these compounds can also act as an inducer in other systems has yet to be investigated.

In this study, a system including two model species was developed to investigate the communication dynamics between different plant species. Lima bean plants, a model species in plant–plant communication studies [10], [25], [26] and from which HIPVs can be effectively induced by leafminer feeding [27], were chosen as emitters. *Arabidopsis thaliana* plants, representing a well-established model with many mutants, were selected as receivers. Affymetrix ATH1 genome arrays were used to examine the gene expression patterns of HIPV-exposed *A. thaliana*, with the results showing that the responses of the receivers were positively correlated with treatment duration. Using *A. thaliana* mutants, we subsequently found that the ET pathway in the receiver plants is indispensable to communication. Furthermore, the volatile treatment-activated functional pathways were compared with those activated by direct feeding. Finally, we found that only several C_6_ compounds and terpenes of Lima bean volatiles can elicit similar genomic changes in *A. thaliana*.

## Results

### Communication between Lima bean and *A. thaliana*

To confirm whether communication occurs between Lima bean and *A. thaliana*, we examined the gene expression profiles of the receiver plants (*A. thaliana*) using the full-genome Affymetrix ATH1 microarray. qPCR tests were used to validate the reliability of this microarray (Figure S1). 

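Transcript levels in the receivers were measured on the *Arabidopsis* ATH1 array, with 1 array per sample and tissue from at least 8 plants in each sample. At 24 h, 2 samples of plants exposed to volatiles of leafminer-damaged Lima beans were compared with 2 control samples, and at 48 h 3 exposed samples were compared with 3 control samples. The authors' deposited values are MAS5 signal intensities on a linear scale. The mean signal after trimming 2% of the probe sets at each end was 59.8 and 54.4 on the 24 h control arrays, 77.5 and 69.0 on the 24 h volatile arrays, 64.4, 61.1 and 68.6 on the 48 h control arrays, and 68.9, 80.3 and 56.8 on the 48 h volatile arrays. Values below 1 were set to 1 and log2 values were taken, with no further scaling of the arrays. Of the 22810 probe sets, 64 control probe sets were left out and 22746 were tested with limma in a model with a mean for each of the 6 groups of the study, so that the pairs of arrays at 24 h shared the spread estimated from all 16 arrays. Probe sets with a Benjamini-Hochberg adjusted p of at most 0.05 and a change of at least 2-fold, the thresholds of the paper's methods, were called up- or down-regulated. Between volatile and control arrays the median log2 change of all probe sets was 0.31 at 24 h and 0.07 at 48 h, so counts after quantile normalization of the arrays are given beside the main counts. The number of arrays limits the precision. The paper calls the replicates independent, but separate growth of the samples is not described, so the p-values measure only the spread between these samples.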

Treatment with volatiles from leafminer-damaged Lima bean plants lasted for 24 or 48 h; the 4-week-old unattached *A. thaliana* receivers were thus treated with the volatiles at two time intervals, whereas the control plants were treated with volatiles from healthy Lima bean plants. Results confirmed that, at the transcriptional level, *A. thaliana* responded to the volatiles from Lima bean plants infested with second instar larvae of leafminers; in addition, more genes were mobilized in the 48 h treatment than in the 24 h treatment (Figure 1A). 

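After 48 h of volatiles, genes of anthocyanin synthesis and chitinase genes were among the largest rises in *A. thaliana*, whereas genes of a thionin, a lipid transfer protein and the chloroplast NADH dehydrogenase were among the largest falls. The last of these is chloroplast-encoded, and 68 of 69 chloroplast-encoded probe sets were below 0 at 48 h. UF3GT, a glycosyltransferase of anthocyanin synthesis, rose from 1.31 ± 1.06 (SD, n = 3) to 5.97 ± 0.96 (SD, n = 3) on the log2 scale, a log2 fold change of 4.65 (SE 0.82, adjusted p = 0.022), and DFR, the dihydroflavonol reductase of the same pathway, rose by 3.59 (SE 0.76, adjusted p = 0.0493). The chitinase family gene AT2G43580 rose from 1.22 ± 1.07 (SD, n = 3) to 5.25 ± 0.23 (SD, n = 3), a log2 fold change of 4.03 (SE 0.60, adjusted p = 0.014). AT4G13180, of the short-chain dehydrogenase family, had the smallest adjusted p, with a log2 fold change of 2.09 (SE 0.13, adjusted p = 3.6e-05). AT1G62510, of the lipid transfer protein family, had a log2 fold change of -3.50 (SE 0.52, adjusted p = 0.014), and the thionin AT1G66100, an antimicrobial peptide gene, one of -2.62 (SE 0.28, adjusted p = 0.0026). In total 127 probe sets were called up and 47 down at 48 h (73.0% up; 185 up and 131 down, or 58.5% up, after quantile normalization), 174 in all. The counts depend on the settings: volatiles 48 h, probe sets called up and volatiles 48 h, probe sets called down, were 0 and 0 with SAM, which passed 36.4% of simulated 4-fold changes at 48 h where limma passed 93.9%, 6 and 1 in fits on own arrays only and 19 and 2 with the replicate block, and between 45 and 265 up and 12 and 151 down when 1 array was left out. The simulated arrays had the same spread in every group, which the main fit assumes. The simulation therefore cannot show whether limma's calls include false ones where the groups differ in spread. At 24 h limma called AT2G37070 up and AT3G30810, AT3G30240 and a probe set not paired with a gene down, 4 probe sets named after their values were seen (7 up and 10 down, or 41.2% up, after quantile normalization), and 2866 probe sets had an unadjusted p under 0.05. The difference between the 48 h and 24 h responses, tested for each probe set, was called for 5 of them. The calls of UF3GT and DFR were lost in 3 and 5, respectively, of the 6 repeats that left out 1 array. From the profiles in Fig. 1A the paper concludes that the receivers responded at the transcriptional level and that the longer exposure mobilized more genes.

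**Figure D1:**
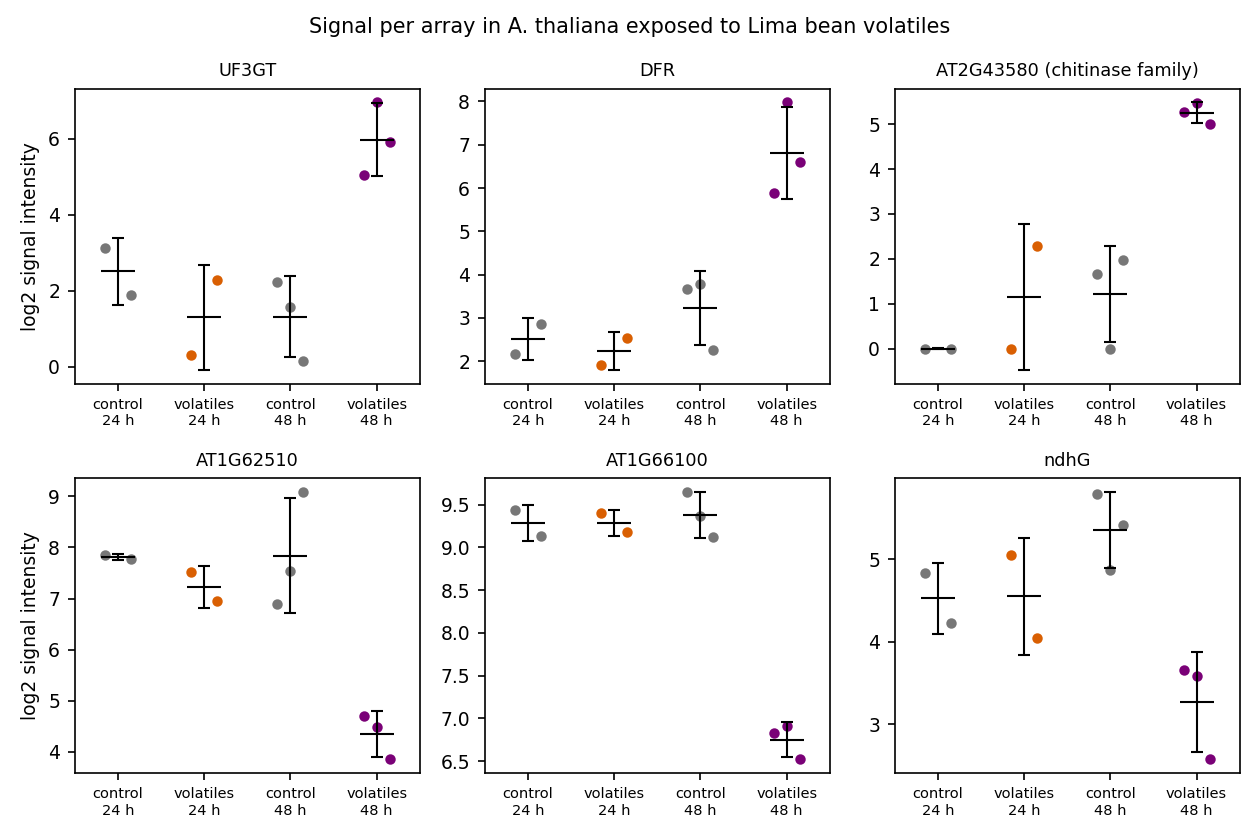
Log2 signal intensity (vertical axis) of UF3GT, DFR, AT2G43580, AT1G62510, AT1G66100 and ndhG on each array of the 24 h and 48 h control and volatile groups. Points are arrays, bars are means and whiskers are SDs, and in each panel the 3 volatile arrays at 48 h lie apart from the 3 control arrays of that time.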

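The probe sets called at 24 h or 48 h, among them UF3GT, DFR and the chitinase family genes AT2G43580 and AT2G43590, separated the volatile arrays of 48 h from all others. AT2G43590 had a log2 signal of 7.10 ± 0.36 (SD, n = 3) in the 48 h controls and 9.07 ± 0.37 (SD, n = 3) after 48 h of volatiles, against 6.86 ± 0.10 (SD, n = 2) and 8.18 ± 0.32 (SD, n = 2) at 24 h. The thionin AT1G66100 had a log2 signal of 9.38 ± 0.27 (SD, n = 3) and 6.75 ± 0.21 (SD, n = 3) in the control and exposed plants of 48 h. Average-linkage clustering of the 10 arrays on these probe sets, with uncentered correlation as in the paper's methods, put the 3 volatile arrays of 48 h on one main branch and the other 7 arrays, with both volatile arrays of 24 h, on the other. Thus 8 of the 10 arrays lay with their treatment. The clustered probe sets were selected on the same arrays, mostly by the 48 h comparison, so the branches are not independent evidence of a difference.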

Cluster analysis clearly showed that the gene expression patterns differed among the control, 24 h treatment, and 48 h treatment plants, suggesting that different sets of genes were affected by the treatments.

**Figure 1:**
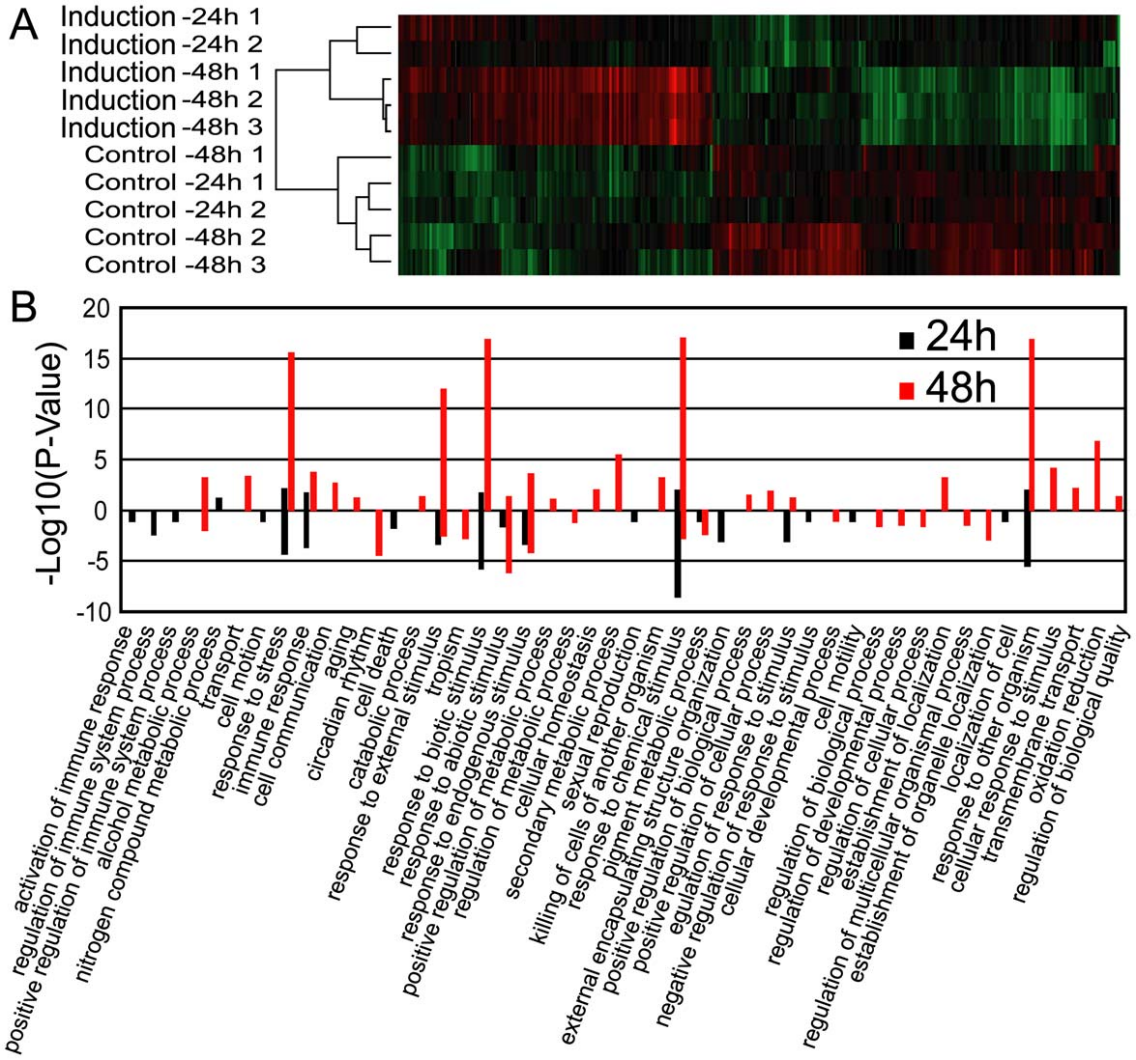
Transcriptional responses of *A. thaliana* to Lima bean volatiles after 24 h and 48 h of treatment. (A) Cluster analysis of the regulated genes in *A. thaliana* primed by volatiles from second instar larvae-damaged Lima beans. (B) GO enrichment analysis showing the differential expression of genes in *A. thaliana* (*p*<0.01). Values higher than zero on the *y*-axis refer to up-regulated genes, whereas those lower than zero refer to down-regulated ones. The GO terms were chosen at the third level.

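At 24 h few defense genes of known function stood out from the spread between the pairs of arrays. CML37, a calmodulin-like gene of early stress and touch responses, had the smallest adjusted p among the genes of the lists described here, with a log2 fold change of -2.85 (SE 0.43, adjusted p = 0.070), and did not pass. After quantile normalization 1 of the 3 early stress and touch genes passed, with a lower value. The multidrug transporter gene AT2G04050 had a log2 fold change of -2.33 (SE 0.81, adjusted p = 0.36), and AT5MAT, an acyltransferase of anthocyanin synthesis, one of 1.45 (SE 0.63, adjusted p = 0.39). AT2G43590 had a log2 fold change of 1.32 (SE 0.34, adjusted p = 0.31) and was the 1 chitinase of 6 that passed when adjusted over the list alone; all 6 were above 0, and 2 after quantile normalization. Of 11 gene lists fixed before the data were examined, limma's fry called 0 at 24 h, and the smallest adjusted p was 0.099, for the early stress and touch list, whose members were lower on balance. After quantile normalization that list (adjusted p = 0.015), the detoxification list (adjusted p = 0.018) and the cell wall loosening list (adjusted p = 0.0453) passed fry with lower values.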

Enrichment analysis of Gene Ontology (GO) terms indicated that only a few gene groups were enriched in the 24 h treatment (Figure 1B). These genes were related to defense responses, such as response to stress, immune reaction, as well as biotic and chemical stimuli. However, more genes related to metabolic processes and other biological regulation processes were down-regulated. In contrast, after 48 h of treatment, a significant number of genes associated with both defense and metabolism pathways were up-regulated with greater amplification compared with the 24 h treatment. 

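Genes of the defense terms in Table S2 were mostly higher after 24 h of volatiles, with changes within the spread between arrays. PDF1.2, a defensin gene of the jasmonate and ethylene responses, had a log2 fold change of 1.68 (SE 0.79, adjusted p = 0.40) and its close relative PDF1.2b one of 1.35 (SE 0.83, adjusted p = 0.48). The basic chitinase of Table S1 had a log2 fold change of 1.42 (SE 0.53, adjusted p = 0.36) and the lipoxygenase AtLOX2 one of 1.04 (SE 0.29, adjusted p = 0.32). PR-1, a pathogenesis-related protein of the salicylate response, had a log2 fold change of -0.01 (SE 1.06, adjusted p = 1). Of the 186 probe sets in Table S2, 163 had a log2 fold change above 0 at 24 h (117 after quantile normalization), with a median of 0.47, and limma called 0 of them. Adjusted over the list alone, 13 were higher and 1 was lower, which is not independent evidence, since the study chose the list on the 48 h arrays of the same experiment. As a set they did not pass fry (adjusted p = 0.077).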

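The probe sets that fell at 24 h have no function in metabolism stated in the sources used here. AT3G30240 and AT3G30810 were at the floor of 1 on both volatile arrays, so their falls by 1.75 (SE 0.21, adjusted p = 0.017) and 1.57 (SE 0.16, adjusted p = 0.0036) on the log2 scale are lower bounds. Both genes were at the floor in the 48 h control and volatile groups as well. The 48 h controls were also lower than the 24 h controls (adjusted p = 0.0098 and 0.0027). The calls thus rest on signal in the 24 h controls alone. A probe set that is not paired with a gene here had a log2 fold change of -3.10 (SE 0.42, adjusted p = 0.043). These 3 were named after their values were seen. Detoxification genes were lower at 24 h without passing, with log2 fold changes of -1.89 (SE 0.85) for the glutathione transferase GSTU25 and -1.82 (SE 0.67) for the multidrug transporter gene AT2G04070. Of the 5 detoxification genes with a named probe set, 5 were below 0, 0 passed over all probe sets and 2 were lower when adjusted over the list alone (fry, adjusted p = 0.13). Photosynthesis genes had a median log2 change of 0.15 (fry, adjusted p = 0.49), with 9 of 9 above 0 but 1 of 9 after quantile normalization. Among all probe sets with an unadjusted p under 0.05 at 24 h, 2565 were higher and 301 lower, a split that moves with the median shift between the arrays.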

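The response was higher at 48 h than at 24 h for a few probe sets, and for most defense genes it was not shown to differ. UGT73C1, a glycosyltransferase of detoxification named after its values were seen, had a log2 fold change of -2.63 at 24 h, where the volatile arrays were at the floor, and 2.43 (SE 0.35, adjusted p = 0.012) at 48 h. Its group means lay between 0 and 2.97 on the log2 scale, below the median of all probe sets (4.61). A probe set of Table S2 that is not paired with a gene here had a log2 fold change of -0.77 at 24 h and 2.59 (SE 0.21, adjusted p = 3.1e-04) at 48 h. For AT4G13180 the 48 h response exceeded the 24 h response by 1.64 (SE 0.21, adjusted p = 0.022). Table S2 defense genes as a set rose at 48 h, with all 186 probe sets above 0, a median log2 fold change of 1.05, and 27 called up (49 after quantile normalization). Adjusted over the list alone, 134 of them rose, and the set passed fry (adjusted p = 1.3e-04) and also camera (adjusted p = 0.0057 with an estimated correlation). Because the study chose these probe sets on the same arrays, neither result is independent evidence. Chitinase genes, listed beforehand, rose on balance at 48 h (fry, adjusted p = 0.0023; adjusted p = 0.059 with an estimated correlation, and 0.029 with it after quantile normalization), with 2 of 6 called and 3 of 6 higher when adjusted over the list alone. The interaction of treatment and time did not pass for AT2G43590 (difference 0.65, adjusted p = 0.70) or the basic chitinase of Table S1 (difference 1.12, adjusted p = 0.68).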

The defense pathways included genes responding to multiple organisms, stress, as well as external and chemical stimuli. 

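Each of the defense terms in Table S2 held genes that rose at 48 h. OPR2, an oxophytodienoate reductase of the jasmonate group in Table S1, rose by 1.71 (SE 0.23, adjusted p = 0.0077). JAL23, a jacalin-type lectin gene, rose by 1.92 (SE 0.36, adjusted p = 0.029) and UGT84A3, a sinapate glucosyltransferase gene, by 1.65 (SE 0.28, adjusted p = 0.020), both named after their values were seen. Of 116 probe sets under response to chemical stimulus, 20 were called up and 87 rose when adjusted over the list alone. The counts were 15 and 88 of 122 for response to stress, 6 and 40 of 62 for response to biotic stimulus, 6 and 39 of 59 for response to other organism, and 6 and 26 of 38 for response to external stimulus. Median log2 fold changes of the terms lay between 1.02 and 1.05, and fry's adjusted p was 2.1e-04 or below in each. The terms share probe sets and were selected on these arrays, so they are not independent of each other or of the data.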

The metabolism pathways involved genes related to alcohol metabolic processes, transport, cell communication, aging, catabolic processes, and secondary metabolic processes. 

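Anthocyanin and detoxification genes were higher at 48 h, both as lists. Of the 4 genes of phenylpropanoid and flavonoid synthesis with a named probe set, UF3GT and DFR were called, and AT4G14090, an anthocyanin glucosyltransferase (3.37, SE 0.85, adjusted p = 0.090), and AT5MAT (2.23, SE 0.52, adjusted p = 0.069) had large changes that did not pass over all probe sets. All 4 rose when adjusted over the list alone, and the list passed fry (adjusted p = 0.0019; adjusted p = 0.053 with an estimated correlation, and 0.037 with it after quantile normalization). The detoxification genes UGT73B4 (2.76, SE 0.87, adjusted p = 0.18), GSTU25 (2.06, SE 0.70, adjusted p = 0.21) and AT2G04050 (1.79, SE 0.66, adjusted p = 0.26) were each above 0. Of the 5 genes in that list limma called 0, with 3003 probe sets at an unadjusted p under 0.05, whereas 5 rose when adjusted over the list alone (fry, adjusted p = 0.0023; adjusted p = 0.053 with an estimated correlation, and 0.029 with it after quantile normalization). Among senescence genes, the sugar transporter gene SAG29 had a log2 fold change of 3.91 (SE 1.03, adjusted p = 0.10) and the regulator WRKY6 one of 0.98 (SE 0.25, adjusted p = 0.093); 0 of 3 were called and 2 rose when adjusted over the list alone (fry, adjusted p = 0.0054; adjusted p = 0.078 with an estimated correlation, and 0.042 with it after quantile normalization). OCT1, an organic cation transporter gene, rose by 3.73 (SE 0.70, adjusted p = 0.029) and was named after its value was seen. No list of alcohol metabolism or cell communication was tested.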

Fewer genes were down-regulated after 48 h of treatment compared with the up-regulated ones, and these genes were associated with stimuli and biological regulation processes.

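The genes that fell at 48 h included a glutaredoxin, a remorin and a subunit of the chloroplast NADH dehydrogenase. AT3G62950, of the glutaredoxin family, had a log2 fold change of -2.72 (SE 0.44, adjusted p = 0.018), the lipid transfer family gene AT5G48490 one of -1.88 (SE 0.38, adjusted p = 0.040) and AT3G61260, of the remorin family of membrane proteins, one of -1.46 (SE 0.23, adjusted p = 0.018). AT5G16030 (-1.68, SE 0.28, adjusted p = 0.019) and AT3G05900 (-1.54, SE 0.23, adjusted p = 0.014) fell as well. ndhG, a chloroplast-encoded subunit of the NADH dehydrogenase complex, fell by 2.08 (SE 0.40, adjusted p = 0.032), a call lost in 5 of the 6 repeats that left out 1 array. Of 69 chloroplast-encoded probe sets 68 were below 0, with a median log2 change of -0.63 (-0.37 without the third volatile array). The fall of ndhG was not tested apart from this wider shift, for which RNA quality stays open. The 9 nuclear photosynthesis genes with a named probe set were all below 0, with a median log2 change of -0.31; limma called 0 of them, 0 passed when adjusted over the list alone, and the list passed fry (adjusted p = 0.049; adjusted p = 0.14 with an estimated correlation, and 0.18 with it after quantile normalization). That result passed without the second volatile array of 48 h (adjusted p = 0.034) and did not pass without any other single array of that time (highest adjusted p = 0.21, without the third volatile array). The 4 genes of chlorophyll and carotenoid synthesis did not pass (fry, adjusted p = 0.059), with 0 called and 1 lower when adjusted over the list alone. At unadjusted p under 0.05, 2092 probe sets were higher and 911 lower.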

We focused more on the genes up-regulated by volatiles at the 24 h time point. 

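AT2G37070, the gene called up at 24 h and named after its value was seen, was also up at 48 h. Its log2 fold change was 2.47 (SE 0.24, adjusted p = 0.0036) at 24 h, from a mean log2 signal of 0.52 in the controls to 2.99 in the exposed plants, and 1.88 (SE 0.20, adjusted p = 0.0025) at 48 h. AT2G43590 of the chitinase family had changes of the same direction at both times, 1.32 at 24 h and 1.97 at 48 h, the second of which passed (adjusted p = 0.011). PDF1.2 was 1.68 higher at 24 h and 1.43 higher at 48 h on the log2 scale, neither of which passed (adjusted p = 0.40 and 0.37). The 1 gene called up at 24 h was thus also called up at 48 h; after quantile normalization 1 of the 7 called up at 24 h had a change above 0 at 48 h. Across all probe sets the 24 h and 48 h log2 changes had a Pearson r of 0.0762, and probe sets are not independent replicates.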

Although only a few genes were up-regulated after 24 h of treatment, they were mostly related to defense responses, and these genes were continuously up-regulated after 48 h. Thus, the up-regulated genes may be related to the signal transduction that senses volatiles from neighbors. Analysis of the up-regulated genes by EasyGO (see Materials and Methods) showed that the genes related to the immune response pathway were up-regulated (Figure 2, left panel). 

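Ethylene and jasmonate response genes of the immune group in Fig. 2 were higher on the volatile arrays of 24 h, by amounts that did not pass the test over all probe sets. The ethylene response factor that Table S1 also lists went from 6.56 ± 0.17 (SD, n = 2) to 8.45 ± 0.70 (SD, n = 2) on the log2 scale, a log2 fold change of 1.89 (SE 0.43, adjusted p = 0.29), and the second ethylene response factor of Fig. 2 had a log2 fold change of 1.29 (SE 0.41, adjusted p = 0.35). The hevein-like PR-4, marked as ethylene response in Fig. 2, had one of 0.87 (SE 0.32, adjusted p = 0.36) and the jasmonate response probe set one of 1.12 (SE 0.30, adjusted p = 0.32). The log2 fold changes were 1.39 (SE 0.48, adjusted p = 0.35) for the latex allergen-like gene and 1.36 (SE 0.35, adjusted p = 0.31) for the protein kinase. All 6 were above 0 at 24 h and limma called 0 of them (0 after quantile normalization). At 48 h their log2 fold changes lay between 0.75 and 1.37, with 0 called (2 after quantile normalization) and a smallest adjusted p of 0.069. The interaction of treatment and time passed for 0 of the 6 probe sets, the largest difference being -0.57 for the latex allergen-like gene (adjusted p = 0.81). The study picked these probe sets on the same arrays.

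**Figure D2:**
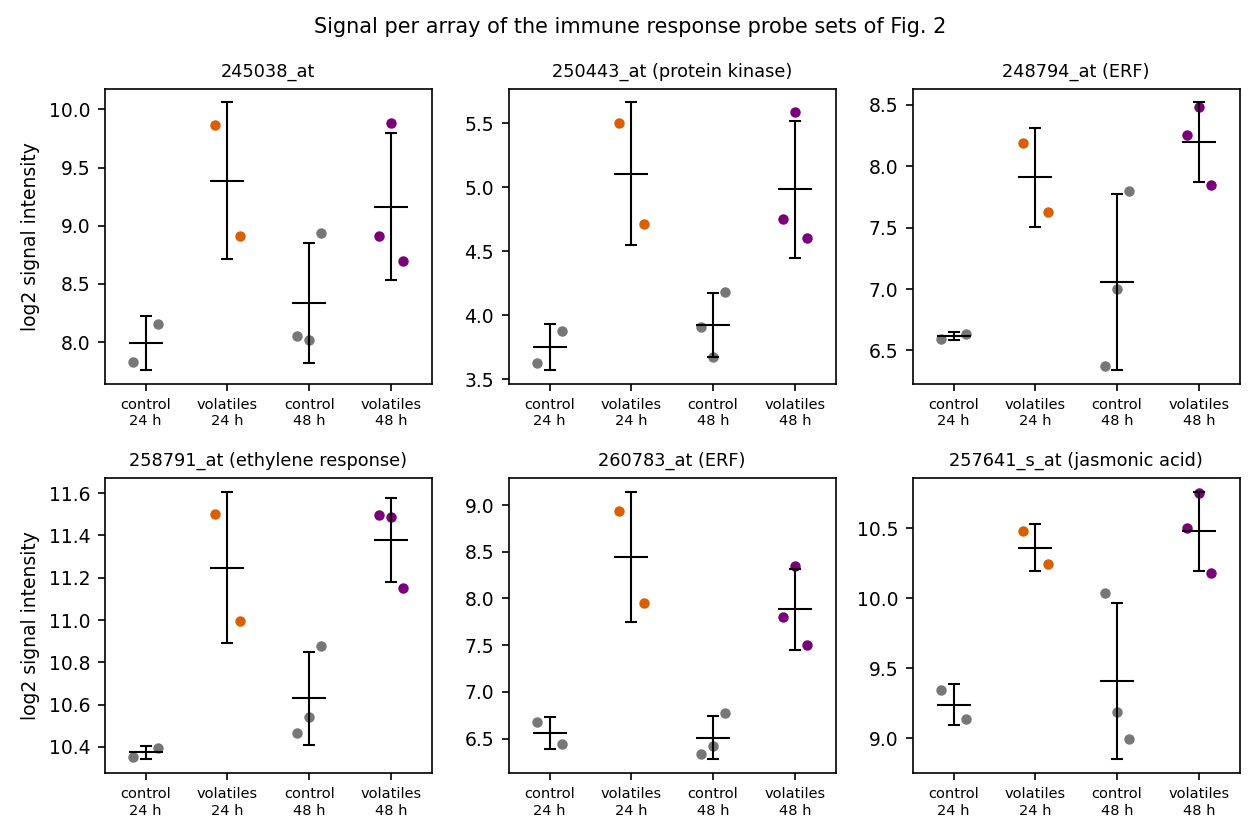
Log2 signal intensity (vertical axis) of the 6 immune response probe sets of Fig. 2 on each array of the 24 h and 48 h control and volatile groups. Points are arrays, bars are means and whiskers are SDs, and the volatile means lie above the control means of the same time by 0.75 to 1.89.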

Of the six up-regulated immune response genes, three were related to ET response and one was related to JA response (Figure 2l, right pane).

**Figure 2:**
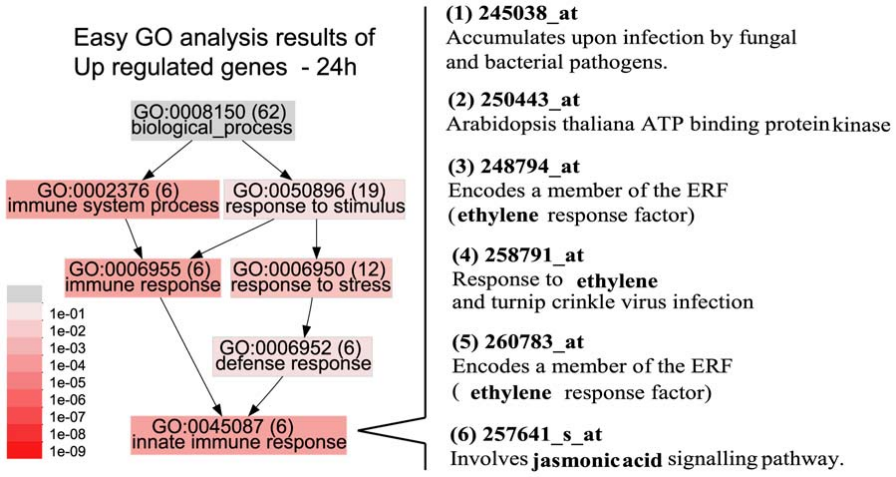
EasyGO analysis of the genes up-regulated in *A. thaliana* after 24 h of volatile treatment. The right panel lists gene information for the six innate immune response genes evaluated. Red, response to ET; blue, response to JA.

### ET and JA pathways underlie the detection of HIPVs

Based on the results shown in Figure 2, we hypothesized that the ET and JA pathways were involved in the communication between Lima bean and *A. thaliana*. To confirm this, we used two *A. thaliana* mutants as receiver plants, namely, *coi1-2* (a JA response-deficient mutant) and *ein2-1* (a mutant insensitive to ET). 

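The genes of Table S1 responded weakly to volatiles and strongly to feeding on the arrays. The lipoxygenase gene AtLOX2 was called up after 48 h of volatiles (adjusted p = 0.037) and rose by 2.57 (SE 0.24, adjusted p = 6.8e-06) after feeding. The oxophytodienoate reductase gene OPR3 of jasmonate synthesis had a log2 fold change of 0.63 (SE 0.20, adjusted p = 0.19) with volatiles and rose by 3.75 (SE 0.20, adjusted p = 1.9e-07) with feeding. Table S1 lists 35 probe sets without its reference gene. Of these, 4 were called up at 48 h (the basic chitinase, AtLOX2, OPR2 and a lactoylglutathione lyase-like gene), 31 were above 0 at 48 h, and limma called 0 at 24 h. Feeding called 27 of them up and 5 down. The probe sets were selected partly on these arrays, so the counts describe the selection and are not a separate test.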

According to the response magnitude of the microarray results, 37 genes were selected to examine the induction effects of Lima bean volatiles on these mutants (Supporting Methods S1; Table S2). Table S1 shows the primers (full and short names). After 24 and 28 h of HIPV treatment, the *coi1-2* mutant could still respond to the HIPVs, although the magnitude of change was much lower than that observed in the wild-type plants (Figure 3A–D). Furthermore, *ein2-1* was nearly “deaf” to HIPVs, and the genes showed much lower responses than the *coi1-2* mutant even after 48 h (Figure 3E and F). These results suggest that both ET and JA pathways are involved in detecting HIPVs and that ET is indispensable to the communication between Lima bean and *A. thaliana*.

**Figure 3:**
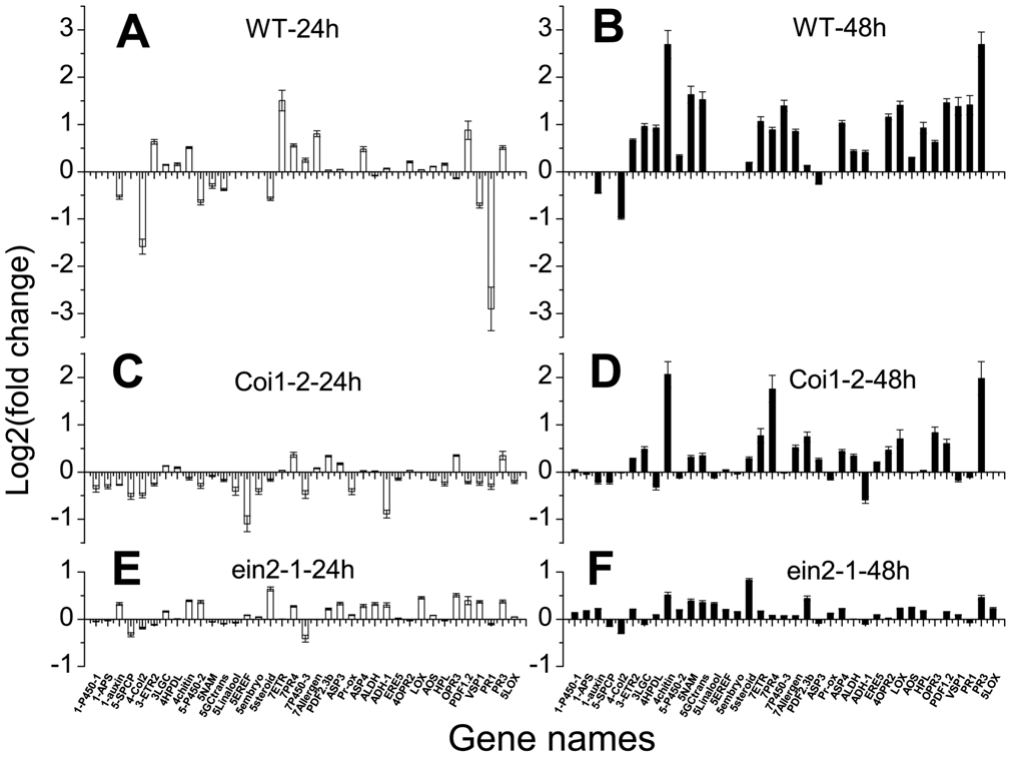
Responses of wild-type as well as *coi1-2* and *ein2-1* mutant *A. thaliana* to the volatiles. Expression patterns of 37 selected genes in the wild-type as well as *coi1-2* and *ein2-1* mutant *A. thaliana* plants after 24 or 48 h of treatment with volatiles from leafminer-infested Lima beans are shown. (A) Response of wild-type *A. thaliana* after 24 h of treatment with volatiles from leafminer-infested Lima beans. (B) Response of wild-type *A. thaliana* after 48 h of treatment with volatiles from leafminer-infested Lima beans. (C) Response of *coi1-2 A. thaliana* after 24 h of treatment with volatiles from leafminer-infested Lima beans. (D) Response of *coi1-2 A. thaliana* after 48 h of treatment with volatiles from leafminer-infested Lima beans. (E) Response of *ein2-1 A. thaliana* after 24 h of treatment with volatiles from leafminer-infested Lima beans. (F) Response of *ein2-1 A. thaliana* after 48 h of treatment with volatiles from leafminer-infested Lima beans.

### Gene expression profiles of *A. thaliana* in response to leafminer feeding and induction volatiles

Although the gene expression patterns of *A. thaliana* in response to Lima bean HIPV treatment have been characterized, little is known about how these patterns are related to those caused by direct insect feeding. 

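Leafminer feeding was measured on the same ATH1 array in 3 samples of leaves damaged by second instar larvae, collected 96 h after oviposition, and in 3 samples of leaves from healthy plants of the same age, each with tissue from at least 8 plants. The authors' deposited intensities were treated as for the volatile arrays. The trimmed mean signal was 72.4, 64.1 and 66.3 on the arrays of healthy leaves and 83.4, 82.2 and 89.3 on the arrays of fed leaves, so that the fed leaves had the brighter arrays. The median log2 change of all probe sets was 0.14, and counts after quantile normalization are therefore given beside the main ones. Between 9.62% and 12.3% of the tested probe sets were at or below 1 on these arrays. A fold change against a group with all arrays at that floor is a lower bound.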

Response to larval feeding in *A. thaliana* was tested using the same GeneChip as for the volatile exposure experiment. Unsurprisingly, the gene expression profiles of leafminer-infected tissue significantly differed from those of the control tissue. 

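Single genes of calcium signaling, jasmonate response and antimicrobial proteins were among the large rises in fed leaves, and genes of pectin-cleaving enzymes were among the large falls. CML38, a calmodulin-like gene, had a log2 fold change of 7.35 (SE 0.59, adjusted p = 2.2e-06). JRG21, a jasmonate-regulated oxygenase gene, rose by 6.86 (SE 0.78, adjusted p = 3.4e-05) and UGT76E12, a glycosyltransferase gene, by 7.09 (SE 0.90, adjusted p = 8.4e-05). The thaumatin family gene AT1G20030, at the floor in healthy leaves, rose by at least 6.83 (SE 0.28, adjusted p = 5.6e-08), and another member, AT4G36010, rose by 6.79 (SE 0.36, adjusted p = 1.9e-07). AT2G22880, of the VQ motif family, was also at the floor in healthy leaves and rose by at least 8.27 (SE 0.70, adjusted p = 3.3e-06). AT2G27420, a cysteine proteinase gene, had a log2 fold change of -4.99 (SE 0.57, adjusted p = 3.7e-05), the pectin lyase family gene AT1G60590 one of -4.37 (SE 0.26, adjusted p = 2.9e-07) and the pectate lyase gene AT1G67750 one of -3.78 (SE 0.33, adjusted p = 4.8e-06). AT1G70985, at the floor in fed leaves, fell by at least 5.43 on the log2 scale (SE 0.38, adjusted p = 9.2e-07). Arrays of one group had a Pearson r of 0.953 or more with each other across probe sets. The difference between the 3 prime and 5 prime signals of control transcripts, a measure of RNA quality, was 0.165 lower on the log2 scale in fed than in healthy leaves over the mean of 3 genes, and 0.319 lower for ubiquitin, with the groups apart in both (exact p = 0.1, the smallest possible). From these profiles the paper states that infected tissue differed from control tissue.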

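Both rises and falls were widespread in fed leaves, with rises reaching the larger folds. The largest change among the probe sets the paper names was that of the AP2 domain gene, which rose by at least 9.15 on the log2 scale from the floor in healthy leaves. AT1G54020, a lipase family gene, rose by 6.82 (SE 0.43, adjusted p = 5.0e-07) and AT4G12500, a lipid transfer family gene, by 6.69 (SE 0.58, adjusted p = 4.3e-06). With both thresholds, limma called 2902 probe sets up and 1476 down, 4378 in all. After quantile normalization the split was 2230 up and 2381 down, so that 48.4% rose in place of 66.3%; 3698 of the 4378 were called in the same direction under both. The median log2 change was 1.88 among the probe sets called up and -1.52 among those called down. Of the 22746 probe sets, 8771 had an unadjusted p under 0.05.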

Approximately 3096 genes were regulated, of which 1695 were up-regulated and 1401 were down-regulated, with a threshold of more than twofold change. GO enrichment analysis indicated that feeding induced significant modifications in the genes mainly associated with stimulus-response and metabolic processes (Figure S2). 

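Immune and defense genes of several families rose in fed leaves. The defensin genes PDF1.2 and PDF1.2b rose by 5.44 (SE 0.64, adjusted p = 4.6e-05) and 3.72 (SE 0.68, adjusted p = 0.0012). The chitinase gene CHI rose by 3.76 (SE 0.63, adjusted p = 6.2e-04) and ChiC by 3.01 (SE 0.38, adjusted p = 8.5e-05), and all 6 chitinase genes with a named probe set were called up (6 adjusted over the list alone; fry, adjusted p = 1.7e-06; adjusted p = 0.069 with an estimated correlation, and 0.027 with it after quantile normalization). OPCL1, an enzyme gene of jasmonate synthesis, rose by 3.42 (SE 0.21, adjusted p = 4.9e-07) and JMT, which methylates jasmonate, by 2.47 (SE 0.49, adjusted p = 0.0021). BSMT1, which makes methyl salicylate, rose by 6.42 (SE 0.72, adjusted p = 3.0e-05) and the acetyltransferase gene CHAT of leaf volatiles by 4.03 (SE 0.79, adjusted p = 0.0019). SAG101, a lipase-like gene of salicylate-linked immunity, rose by 1.65 (SE 0.32, adjusted p = 0.0017). STZ, a zinc finger regulator of stress responses, rose by 5.03 (SE 0.35, adjusted p = 8.6e-07), and all 3 genes of the early stress and touch list were called up (3 adjusted over the list alone; fry, adjusted p = 1.0e-07; adjusted p = 0.069 with an estimated correlation, and 0.042 with it after quantile normalization). Of the 186 probe sets in Table S2, 116 were called up and 12 down by feeding, and the set rose (fry, adjusted p = 1.1e-06; adjusted p = 0.066 with an estimated correlation, and 0.0020 with it after quantile normalization).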

Up-regulated genes were found in many processes related to responses to biological and organic chemical stimuli, and processes involved in immune and defense responses. The metabolic up-regulation by leafminer feeding was related to amending mechanisms, such as processes involved in cell wall macromolecule metabolism and catabolism. 

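Genes that act on cell walls changed in both directions in fed leaves. EXLA1, an expansin-like gene, rose by 2.59 (SE 0.34, adjusted p = 1.0e-04), whereas EXLB1 (-2.37, SE 0.25, adjusted p = 1.7e-05), the expansin EXPA8 (-2.25, SE 0.34, adjusted p = 2.8e-04) and the xyloglucan hydrolase gene XTH16 (-1.73, SE 0.23, adjusted p = 1.3e-04) fell. Of the 7 cell wall loosening genes with a named probe set, 1 was called up and 4 were called down, and when adjusted over the list alone 2 rose and 4 fell. The list fell on balance (fry, adjusted p = 6.6e-04; adjusted p = 0.24 with an estimated correlation, and 0.19 with it after quantile normalization). The chitinases, enzymes that break down the cell walls of fungi, rose, AT2G43620 by 2.40 (SE 0.43, adjusted p = 0.0010) and AT3G47540 by 1.80 (SE 0.31, adjusted p = 8.0e-04).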

The down-regulated genes, on the other hand, were related to pigment biosynthetic processes, carbohydrate metabolic processes, and response to radiation. These results suggest that upon direct damage plants may devote more resources to deal with tissue wounds and reduce their energy consumption in basic metabolic and stimulus-response processes not related to defense.

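Pigment and carbon fixation genes were among those that fell in fed leaves. LYC, the lycopene cyclase gene of carotenoid synthesis, had a log2 fold change of -1.55 (SE 0.19, adjusted p = 5.7e-05) and CHLM, a methyltransferase of chlorophyll synthesis, one of -1.27 (SE 0.15, adjusted p = 4.9e-05), whereas PORB, the protochlorophyllide reductase, rose by 1.25 (SE 0.27, adjusted p = 0.0035). Of the 4 chlorophyll and carotenoid genes 1 was called up and 2 were called down (2 and 2 when adjusted over the list alone), and the list fell on balance (fry, adjusted p = 0.0054; adjusted p = 0.46 with an estimated correlation, and 0.35 with it after quantile normalization). Without the second healthy array its adjusted p was 0.077. SBPASE and PRK, enzymes of the Calvin cycle, fell by 1.15 (SE 0.27, adjusted p = 0.0058) and 1.06 (SE 0.21, adjusted p = 0.0017) on the log2 scale. They were the 2 of 9 photosynthesis genes that were called, or passed adjusted over the list alone, and that list did not pass (fry, adjusted p = 0.16; 0.0022 after quantile normalization, and 0.44 there with an estimated correlation). LHCB4.3, a light-harvesting protein gene, fell by 2.87 (SE 0.35, adjusted p = 5.7e-05) and CHIL, a chalcone isomerase-like gene of flavonoid synthesis, by 3.31 (SE 0.34, adjusted p = 1.7e-05), both named after their values were seen.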

To further characterize the genes related to the exposure process, we compared the gene expression profiles obtained from the 48 h treatment with Lima bean volatiles and insect feeding experiments (Figure 4). 

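The chitinase family gene AT2G43590 and the gene AT4G01870 rose under both treatments, while many genes called with 48 h of volatiles were not called with feeding. AT2G43590 rose by 1.97 with volatiles and 2.72 (SE 0.27, adjusted p = 1.3e-05) with feeding, and the TolB-related gene AT4G01870 by 2.05 (SE 0.33, adjusted p = 0.018) and 3.79 (SE 0.33, adjusted p = 4.8e-06). AT1G20380, of the prolyl oligopeptidase family, rose by 3.62 (SE 0.57, adjusted p = 0.018) with volatiles and fell with feeding, with a log2 fold change of -3.37 (SE 0.57, adjusted p = 7.1e-04). Its signal was higher in healthy leaves than in the 48 h controls, so these changes started from unlike levels. Of the 127 probe sets called up by volatiles, 56 were also called up by feeding, where independent lists would share 16.2 (exact hypergeometric p = 2.3e-18), 16 were called down and 55 were not called. Of the 47 called down by volatiles, 12 were also called down by feeding, where independent lists would share 3.05 (exact hypergeometric p = 3.3e-05), 6 were called up and 29 were not called. Across all probe sets the log2 changes had a Pearson r of 0.139. The treatments had separate control plants, and probe sets are not independent, so the hypergeometric p-values describe the overlap only.

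**Figure D3:**
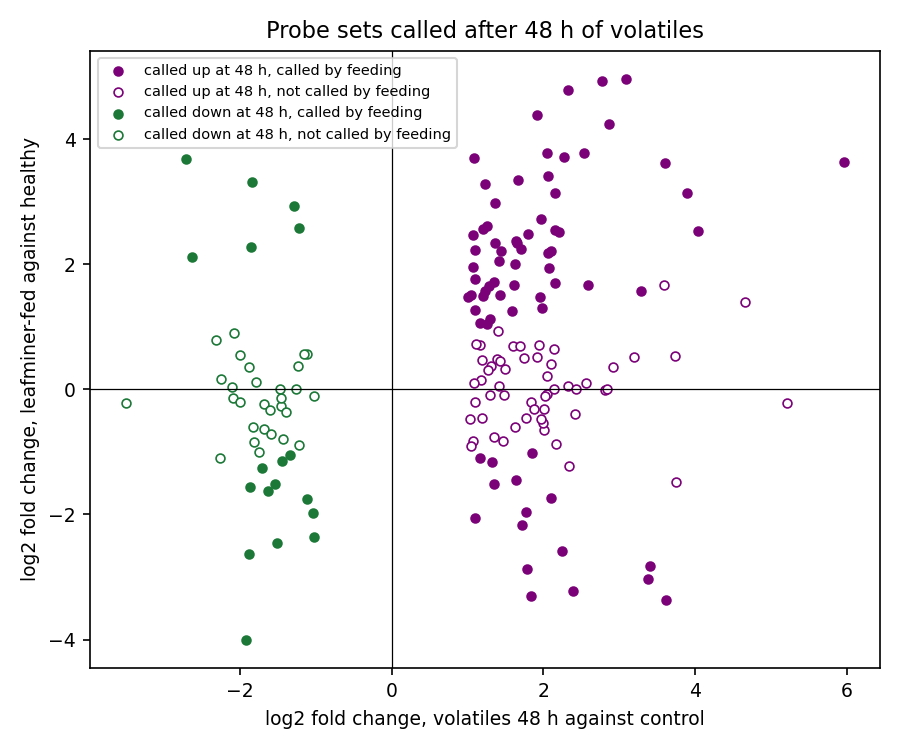
Log2 fold change after leafminer feeding (vertical axis) against log2 fold change after 48 h of volatiles (horizontal axis) for the 174 probe sets called at 48 h. Each point is a probe set; of the 127 on the right 56 were called up and 16 down by feeding, and of the 47 on the left 12 were called down and 6 up.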

Cluster analysis was achieved using the identified “differentially expressed genes” of the volatile exposure experiment and leafminer infestation treatment (Figure 4). Moreover, cluster analysis of gene expression profiles showed a clear separation between the patterns caused by direct feeding and those caused by volatile induction, suggesting that the transcriptional response to feeding is not a simple augmentation of the activities of the genes that were primed by volatiles. Instead, new sets of genes were activated as a result of feeding damage. 

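CML38 and JRG21 rose with feeding by more than with volatiles, where they were not called. CML38 had a log2 fold change of 0.05 with volatiles, and the response to feeding exceeded that to volatiles by 7.30 (SE 0.83, adjusted p = 1.3e-04). For JRG21 the responses differed by 6.59 (SE 1.10, adjusted p = 0.0016) and for the thionin AT1G66100, which fell with volatiles and rose with feeding, by 4.75 (SE 0.40, adjusted p = 2.1e-05). For the chitinase family gene AT2G43580 (difference -1.50, SE 0.85, adjusted p = 0.28) they were not shown to differ. The difference between the responses was called for 3194 probe sets, 2002 with the higher response to feeding and 1192 with the higher response to volatiles. The split was 1888 and 1919 after quantile normalization, so that 49.6% had the higher response to feeding in place of 62.7%. Regrouping the volatile and control arrays of 48 h, with fed and healthy arrays kept apart, gave between 2425 and 4803 calls. The count is thus no measure of a distinct response to volatiles. In clustering of the 6 treated arrays, each relative to its controls, on the 4462 probe sets called in either comparison, the volatile arrays and the fed arrays formed separate main branches. The mean uncentered correlation was 0.677 among the volatile arrays, 0.969 among the fed arrays and 0.231 between them. These arrays came from separate experiments with their own controls, so the branches hold any difference between the experiments as well. The mean 3 prime minus 5 prime difference of the control transcripts also set the experiments apart. It was 1.69 or more on every array of the volatile experiment and 1.51 or less on every array of the feeding experiment. Whether this bears on the differences between the responses was not tested. The probe sets were selected on the same arrays, mostly by feeding, and the arrays of a treatment were set against the same controls. Both favor separate branches, which are thus not independent evidence of a difference. From the separation the paper proposes that the response to feeding is not simply a stronger form of the one primed by volatiles.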

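Most genes activated by feeding showed no call with volatiles. The proline oxidase gene AT5G38710 rose by 6.56 (SE 0.36, adjusted p = 1.9e-07) with feeding against a log2 fold change of 0.52 (adjusted p = 0.60) with 48 h of volatiles, and AT1G76640, a calmodulin-like gene, rose by 6.63 (SE 0.69, adjusted p = 1.7e-05) with feeding against -0.85 (adjusted p = 0.68). For both the difference between the responses passed (adjusted p = 2.2e-05 and 3.0e-04). Of the 2902 probe sets called up by feeding, 2840 were not called with volatiles, and for 1773 of these the difference between the responses was itself called. Choosing probe sets by their calls on the same arrays favors such a difference. Their 2902 log2 changes with volatiles had a median of 0.19. The median log2 change of all probe sets with volatiles was 0.07.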

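Several genes of cold, drought and touch responses rose strongly in fed leaves and were not called in plants exposed to volatiles, whereas the cold-response gene COR15A was called up in both (2.32 with volatiles, adjusted p = 0.0499, and 4.78 with feeding). LTI30, a dehydrin gene, rose by 6.19 (SE 0.56, adjusted p = 5.4e-06) with feeding and had a log2 fold change of 0.46 (adjusted p = 0.80) with 48 h of volatiles. COR15B, a cold-regulated chloroplast protein gene, rose by 4.44 (SE 0.36, adjusted p = 2.3e-06) against 0.57 (adjusted p = 0.56). CML37 rose by 5.33 (SE 0.35, adjusted p = 6.9e-07) against 0.13 (adjusted p = 0.94). The responses to feeding and volatiles differed for LTI30 (adjusted p = 4.2e-04), COR15B (adjusted p = 2.9e-04), CML37 (adjusted p = 5.1e-05) and STZ (adjusted p = 5.9e-05). The early stress and touch list did not pass with 48 h of volatiles (fry, adjusted p = 0.76), with limma calling 0 of its 3 genes and 0 passing when adjusted over the list alone.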

A significant number of genes involved in stress response and resistance to harsh environmental conditions were up-regulated by leafminer feeding but not triggered by volatile induction, suggesting that leafminer feeding is a stress factor and can activate the defense pathways (Figure 4, cluster A). On the other hand, some genes involved in the secondary metabolism and cell communication were up-regulated by volatile induction but down-regulated by feeding, whereas some other genes involved in response to abscisic acid and cold environment were up-regulated by feeding but down-regulated by volatile induction (Figure 4, clusters B and E). Furthermore, feeding down-regulated the expression of some genes related to such environmental factors as temperature, radiation, and photosynthesis; however, these genes were not affected by the induction process (Figure 4, cluster D). 

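CHIL, IAGLU and the peptidase family gene AT1G20380 rose with volatiles and fell with feeding. The log2 signals of AT1G20380 in healthy leaves (7.91, 8.31 and 9.73) lay above those of the 48 h controls (4.08, 5.39 and 3.99). They were 7.03, 9.15 and 8.13 after volatiles and 4.67, 5.51 and 5.67 in fed leaves. The opposite changes of this gene thus started from unlike controls. CHIL rose by 1.84 (SE 0.34, adjusted p = 0.029) with volatiles, against its fall with feeding, and IAGLU, an indole-3-acetate glucosyltransferase gene, rose by 1.77 (SE 0.33, adjusted p = 0.029) and had a log2 fold change of -1.96 (SE 0.33, adjusted p = 6.7e-04) with feeding. For LHCB4.3 the rise with volatiles was 1.78 (SE 0.35, adjusted p = 0.036). CHIL, IAGLU and LHCB4.3 were named after their values were seen. The phenylpropanoid and flavonoid list did not fall with feeding, with 4 of 4 genes above 0 and 0 called (0 adjusted over the list alone; fry, adjusted p = 0.16). Called up by volatiles and down by feeding were 16 probe sets, where independent lists would share 8.24 (exact hypergeometric p = 0.0081); after quantile normalization 26 were shared against 19.4 (exact hypergeometric p = 0.074). Of the 4 genes with a named probe set, among 30 listed for abscisic acid, cold and water deficit, 0 were called down with volatiles. COR15A rose with volatiles by 2.32 (SE 0.49, adjusted p = 0.0499), a call lost in each of the 6 repeats that left out 1 array, and with feeding by 4.78 (SE 0.49, adjusted p = 1.6e-05). COR47, a dehydrin gene, had a log2 fold change of -0.56 (SE 0.24, adjusted p = 0.35) with volatiles and rose by 3.33 (SE 0.24, adjusted p = 1.2e-06) with feeding. The list of abscisic acid, cold and water-deficit genes rose with feeding (4 of 4 called, 4 adjusted over the list alone; fry, adjusted p = 3.8e-07; adjusted p = 0.069 with an estimated correlation, and 0.0479 with it after quantile normalization) and did not pass with volatiles (1 of 4 called, 1 adjusted over the list alone; fry, adjusted p = 0.25). The 6 probe sets called down by volatiles and up by feeding included AT3G62950, which rose by 3.69 (SE 0.44, adjusted p = 5.1e-05) with feeding. Its log2 signals were 0, 1.34 and 0.80 in healthy leaves and 4.17, 4.77 and 5.62 in the 48 h controls. Independent lists would share 6.00 probe sets (exact hypergeometric p = 0.56).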

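Genes that fell in fed leaves and were not called with volatiles included growth, regulator and light-related genes. AT1G67750, the pectate lyase gene that fell with feeding, had a log2 fold change of 0.11 (adjusted p = 0.95) with 48 h of volatiles, and BZIP61, a transcription factor gene, had -3.96 (SE 0.61, adjusted p = 3.3e-04) with feeding and -0.67 (adjusted p = 0.72) with volatiles. For both the responses differed (adjusted p = 1.9e-04 and 0.021). LYC and CHLM, which fell with feeding, had log2 fold changes of -0.46 and -0.46 with volatiles and differed between the treatments (adjusted p = 0.014 and 0.022). With volatiles the chlorophyll and carotenoid list did not pass (0 of 4 called, 1 lower adjusted over the list alone; fry, adjusted p = 0.059), and the photosynthesis list (0 of 9 called, 0 adjusted over the list alone) passed fry (adjusted p = 0.049) but not camera with an estimated correlation (adjusted p = 0.14, and 0.18 after quantile normalization). The Calvin cycle genes SBPASE (difference -1.08, SE 0.38, adjusted p = 0.076) and PRK (difference -0.78, SE 0.29, adjusted p = 0.094) were not shown to differ. Of the 1476 probe sets called down by feeding, 1448 were not called with volatiles, and the difference was called for 889 of these. This choice of probe sets, too, favors a difference on the same arrays. Their 1476 log2 changes with volatiles had a median of -0.06.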

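The cation transporter gene OCT1 and AT2G23910 rose with volatiles and were not called with feeding. OCT1 had a log2 fold change of 0.54 (adjusted p = 0.63) with feeding, and its responses to the treatments differed by -3.19 (SE 0.98, adjusted p = 0.045). UGT73C1 was at the floor on all arrays of healthy and fed leaves, so no fold is given for feeding. AT2G23910, of the cinnamoyl-CoA reductase-like family, rose by 2.56 (SE 0.43, adjusted p = 0.020) with volatiles and had 0.10 (adjusted p = 0.91) with feeding (difference -2.45, SE 0.61, adjusted p = 0.017). These genes were named after their values were seen. AT1G80130, a repeat protein gene, rose by 2.34 (SE 0.44, adjusted p = 0.029) with volatiles and was not called with feeding, where its log2 fold change was -1.23 (adjusted p = 0.052); after quantile normalization that adjusted p was 0.012, so its response is not plainly one to volatiles alone. AT1G62510, which fell with volatiles, had -0.22 (adjusted p = 0.82) with feeding (difference 3.28, SE 0.74, adjusted p = 0.0094). UF3GT, with 1.39 (adjusted p = 0.24) after feeding, and DFR, with 1.67 (adjusted p = 0.13), were not shown to differ between the treatments (adjusted p = 0.081 and 0.28). Of the 55 probe sets called up by volatiles and not called by feeding, 41 passed the test of the difference, as did 18 of the 29 called down. These probe sets were chosen by their calls on the same arrays. That choice favors a passed difference, so the counts are no separate evidence of responses to volatiles alone. The drug transport gene AT2G04050, in contrast, rose with feeding by 2.48 (SE 0.66, adjusted p = 0.013). Its log2 signals were 2.15, 0.43 and 0.93 in healthy and 3.35, 3.95 and 3.67 in fed leaves, below the median of all probe sets (4.61). The other drug transport gene of the list, AT2G04070, had a log2 fold change of 0.57 with feeding and was not called. UGT73B4 rose with feeding as well (3.58, SE 0.87, adjusted p = 0.0077). In all, 3 of the 5 detoxification genes were called up by feeding, against 0 with 48 h of volatiles. Adjusted over the list alone, 4 passed with feeding and 5 with volatiles. With feeding fry gave adjusted p = 6.2e-04. Camera with an estimated correlation gave adjusted p = 0.24, and 0.14 after quantile normalization.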

On the contrary, some genes showed changes specific to volatile induction (not affected by feeding), which included pathways related to processing inorganic substance and drug transport (Figure 4, cluster F). 

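Defense genes shared by both treatments included chitinases, a lectin and enzymes acting on small molecules. The chitinase AT2G43580 rose with feeding by 2.53 (SE 0.60, adjusted p = 0.0064), and the basic chitinase of Table S1 by 3.79 (SE 0.44, adjusted p = 3.8e-05). JAL23 rose with feeding by 4.39 (SE 0.36, adjusted p = 2.5e-06), more than with volatiles (difference 2.47, SE 0.50, adjusted p = 0.0055). AT2G41380, of the methyltransferase family, rose by 2.16 (SE 0.34, adjusted p = 0.018) with volatiles and 3.14 (SE 0.34, adjusted p = 2.1e-05) with feeding, and AT4G13180 rose by 2.21 (SE 0.13, adjusted p = 3.2e-07) with feeding. The tryptophan synthesis gene AT2G04400 rose with feeding (2.41, SE 0.21, adjusted p = 4.9e-06) and did not pass with volatiles (0.67, SE 0.21, adjusted p = 0.19). The 56 probe sets called up by both made up 44.1% of those called up by volatiles; 79 were shared after quantile normalization. The count of probe sets called up by feeding and by volatiles 48 h was 7 with the replicate block, 2 in fits on own arrays only, 0 with SAM, and between 23 and 84 when 1 array was left out. For 12 of the 56 the rise with feeding was larger by a difference that was itself called.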

Finally, we also found that both feeding and volatile induction processes up-regulated a set of genes participating in response to biotic factors (fungi and other organisms) and to wounding, defense, and the amine metabolic process. Conversely, feeding and volatile induction both down-regulated plant response to auxin stimulus, which is an important regulatory hormone of plant growth [28].

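Auxin response genes did not pass as a group in either treatment, although single auxin genes fell with feeding. The auxin-induced protein of Table S1 had a log2 fold change of -2.90 (SE 0.29, adjusted p = 1.2e-05) with feeding and -0.68 (SE 0.29, adjusted p = 0.34) with 48 h of volatiles. HAT2, an auxin-induced homeobox gene, had -1.22 (SE 0.16, adjusted p = 8.4e-05) with feeding and -0.30 (SE 0.16, adjusted p = 0.46) with volatiles. GH3.3, which conjugates auxin to amino acids, rose by 4.96 (SE 0.64, adjusted p = 9.5e-05) with feeding, and its relative WES1 by 2.45 (SE 0.53, adjusted p = 0.0037). Of 5 auxin response genes with a named probe set, 2 were called up and 1 down by feeding (2 and 1 adjusted over the list alone; fry, adjusted p = 0.16). With volatiles limma called 0, 0 passed when adjusted over the list alone, 1 of 5 was above 0, and the list did not pass (fry, adjusted p = 0.44). AT1G06980 (-1.92 (SE 0.31, adjusted p = 0.019) and -4.00 (SE 0.31, adjusted p = 1.9e-06)) and AT3G50560 (-1.50 (SE 0.30, adjusted p = 0.036) and -2.46 (SE 0.30, adjusted p = 5.2e-05)) fell with both treatments, the former named after its values were seen.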

**Figure 4:**
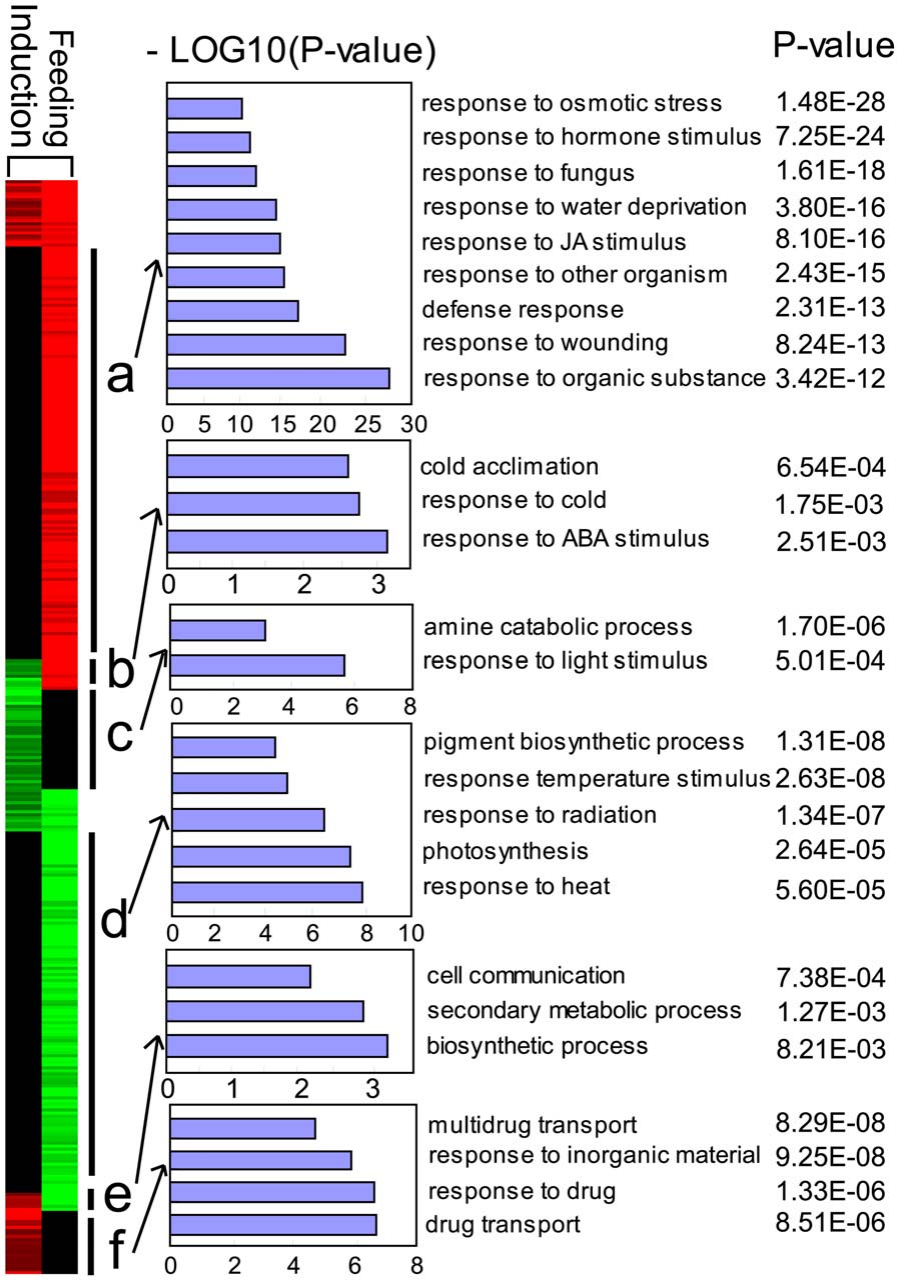
Comparison of the genomic responses in *A. thaliana* after treatment with HIPVs and leafminer feeding.

### Effects of individual compounds and Lima bean volatiles on *A. thaliana*

To analyze the induction effects of individual compounds, we selected two green leaf volatiles [(*Z*)-3-hexen-ol and (*Z*)-3-hexenyl acetate] and four terpenes [linalool, ocimene, (3*E*)-4,8-dimethyl-1,3,7-nonatriene (DMNT), and (3*E*,7*E*)-4,8,12-trimethyl-1,3,7,11-tridecatetraene (TMTT)], which comprise nearly 95% of all VOCs detected in the headspace of leafminer-damaged Lima beans (Figure S3; Supporting Methods S1). The genes tested here — a total of 37 genes that reacted to the 24 and/or 48 h volatile induction treatments — were the same as those evaluated in part 2 (Table S1). In comparing the responses of *A. thaliana* induced by the testing compounds with those induced by the volatiles from Lima beans infested with leafminers (see Materials and Methods), we found that ocimene, DMNT, TMTT, and (*Z*)-3-hexen-ol were similarly effective as the Lima bean volatiles both in the 24 h treatment (Figure 5, blue area) and in the 48 h treatment (pink area). Linalool and (*Z*)-3-hexenyl acetate, on the other hand, were clustered into a different group. Four genes related to metabolism were down-regulated after being treated with ocimene, DMNT, TMTT, (*Z*)-3-hexen-ol, and the Lima bean volatiles for 24 or 48 h, but only slightly regulated by Linalool and (*Z*)-3-hexenyl acetate (Figure 5, gene cluster A), suggesting that Linalool and (*Z*)-3-hexenyl acetate have minimal influence on plant metabolism and development.

**Figure 5:**
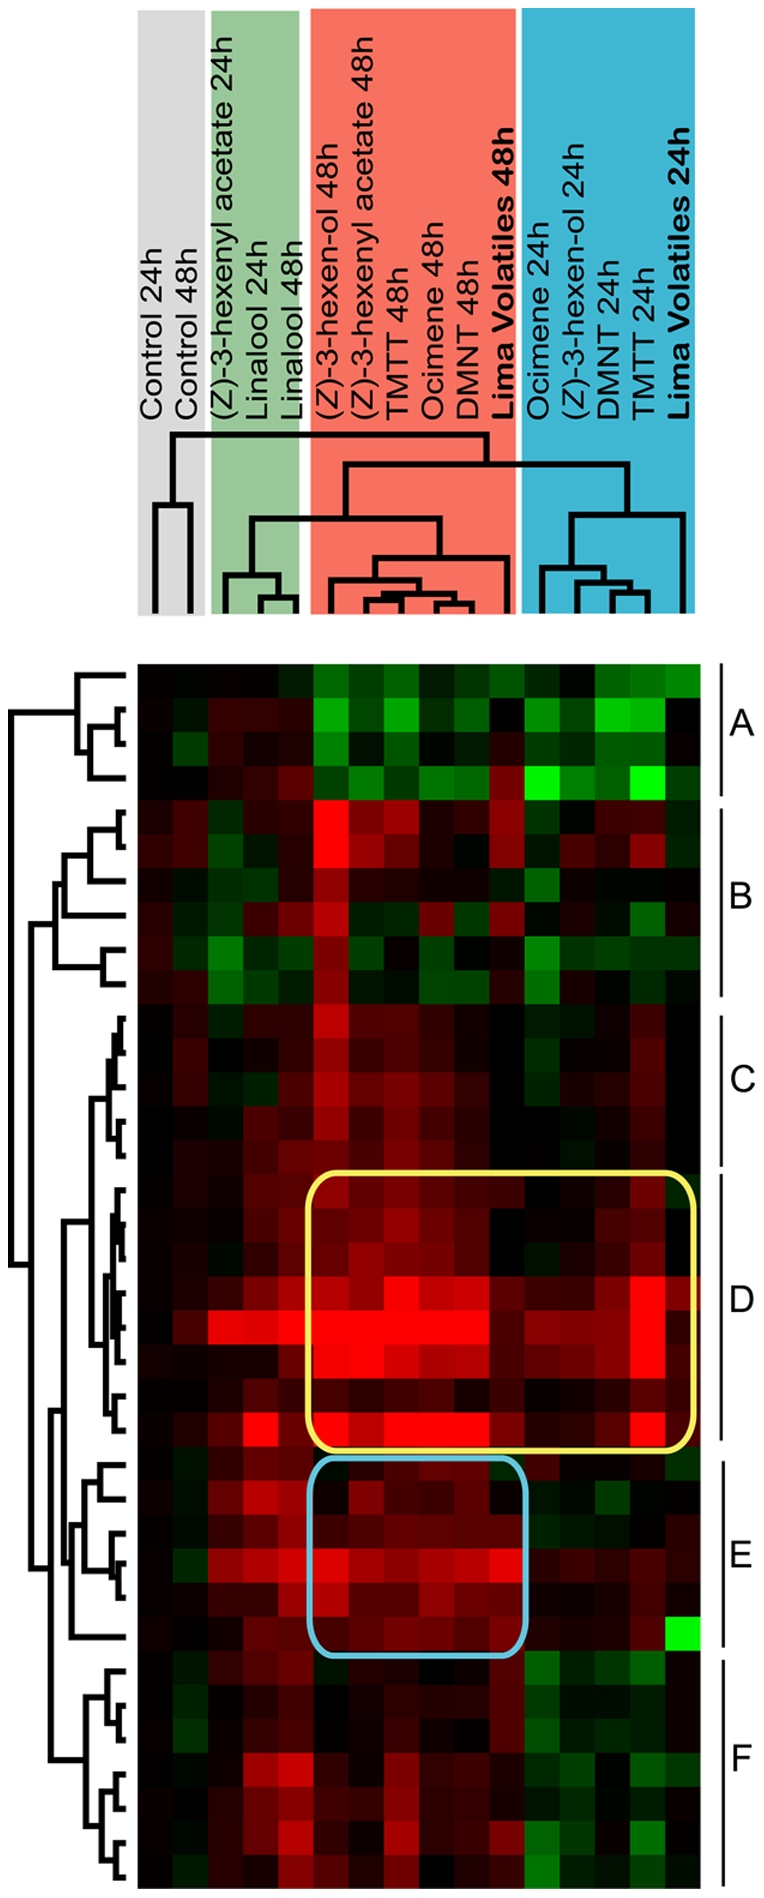
Comparison of primer effects between synthetic chemicals and Lima bean volatiles. Hierarchical clustering of the expression patterns of selected genes in *A. thaliana* treated with synthetic chemicals and Lima bean volatiles (24 or 48 h). The blue area represents the cluster of genes similarly affected by the 24 h treatment with Lima bean volatiles; pink area, cluster of genes similarly affected by the 48 h treatment; green, cluster of Lima bean volatiles; gray, cluster of healthy control plants. The clustering results along the *y*-axis of the color matrix reveal six categories of genes (A–F) showing similar reactions among the variety of treatments.

Genomic responses induced by ocimene, DMNT, TMTT, and (*Z*)-3-hexen-ol also showed time dependence. Some genes (Figure 5, cluster D) were markedly up-regulated after 24 or 48 h of treatment, and half of them were ET response factors. These findings suggest that the ET signal pathway may play a crucial role in the early recognition and continuous processing of induction volatiles. Several JA pathway-related genes (Figure 5, gene cluster F) were down-regulated after 24 h but up-regulated after 48 h, suggesting that the JA pathway may participate in processing volatiles after the recognition phase. Furthermore, some defense-related genes (Figure 5, clusters C and E) were slightly regulated after 24 h but significantly up-regulated after 48 h of treatment, indicating a time-dependent defense response in these plants. Several stress response and transcript regulation genes (Figure 5, cluster B) did not exhibit a clear expression pattern over time.

## Discussion

The arms race between plants and herbivorous insects has driven diverse defense strategies in plants over time. The ability of receiver plants to detect volatiles released from neighboring plants under herbivore attack and subsequently adjust their alert levels (i.e., plant–plant communication) seems to be an adaptive mechanism [11]. Our results showed that communication can indeed take place between plants of different species, consistent with previous reports [22].

We used Affymetrix microarrays (*Arabidopsis* ATH1 genome array) containing nearly all the genes to test the effects of plant–plant communication on receivers. Although much research has shown that VOCs can induce the expression of some crucial defense genes, the system response of receivers remains unclear [12]. Some studies have used microarrays [22], but the detection of the number of genes was restrained in these researches. Thus, use of a full-genome microarray is essential for monitoring a large fraction of the transcriptome and grasps the real responses of plants [29]. Our research holistically depicts the effects of communication on receivers. With 24 h of communication, the immune responses mainly related to ET and JA were regulated, but the SA-related signal was restricted, which are in congruence with the results of previous studies showing that SA and JA signals are in conflict under many conditions [30]. 

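None of the jasmonate, ethylene and salicylate genes named here passed the test at 24 h. AOS, the allene oxide synthase of jasmonate synthesis, had a log2 fold change of 0.78 (SE 0.28, adjusted p = 0.36) and JMT, at the floor in the controls, one of at least 1.28 (SE 0.60, adjusted p = 0.40). The ethylene-linked EIN3 had 0.29 (SE 0.31, adjusted p = 0.66) and the jasmonate regulators MYC3 and MYC4 had 0.54 (SE 0.35) and 0.59 (SE 0.40). On the salicylate side SAG101 had 0.07 (SE 0.39, adjusted p = 0.98), and the methyl salicylate synthesis gene BSMT1 had -1.53 (SE 0.88, adjusted p = 0.46). SAG101 is the 1 gene with a named probe set among 23 listed for salicylate, so no test of that list was possible here, and the jasmonate and ethylene lists had 2 such genes each and were not tested. The median log2 change of all probe sets at 24 h was 0.31.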

When the treatment time was increased to 48 h, the defense genes were significantly regulated, containing nearly all stimulus-response conditions and some secondary materials. However, the response to auxin was slightly restricted (Figure S4), which many suggest to be a tradeoff between defense and growth [31].

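At 48 h single genes of jasmonate and defense metabolism passed the test. Besides OPR2 and AtLOX2 of oxylipin metabolism, the unnumbered ethylene-responsive element binding factor of Table S1 had a log2 fold change of 0.68 (SE 0.29, adjusted p = 0.34) and ethylene responsive element binding factor 2 one of 1.13 (SE 0.43, adjusted p = 0.27). PR-4 had 0.75 (SE 0.26, adjusted p = 0.23) and PDF1.2b 1.12 (SE 0.68, adjusted p = 0.54), neither of which passed. AT1G73040, a jacalin-type lectin gene, rose by 1.97 (SE 0.40, adjusted p = 0.040). Among the 11 lists tested, 5 passed fry at 48 h: the chitinase, flavonoid, detoxification and senescence lists with rises and the photosynthesis list with falls. With an estimated correlation 0 of these 5 passed camera, whereas after quantile normalization the chitinase (adjusted p = 0.029), flavonoid (0.037), detoxification (0.029) and senescence (0.042) lists did and the photosynthesis list (0.18) did not. The lists were not tested apart from RNA quality. The 3 prime minus 5 prime signal of GAPDH was 0.462 lower on the 48 h volatile arrays, with the groups apart. The mean over GAPDH, actin and ubiquitin did not set the groups apart (exact permutation p = 0.3).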

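None of the auxin response genes tested passed after volatiles. IAA29, an early auxin repressor gene, had a log2 fold change of 0.63 (SE 0.57, adjusted p = 0.61) at 24 h and -0.47 (SE 0.46, adjusted p = 0.75) at 48 h, and the conjugating enzyme gene GH3.3 had -0.39 (SE 0.79, adjusted p = 0.84) and 0.13 (SE 0.64, adjusted p = 0.98). WES1 had -0.15 (SE 0.53, adjusted p = 0.96) at 48 h and the homeobox gene HAT2 0.17 (SE 0.19, adjusted p = 0.69) at 24 h. The median over the 5 genes was 0.08 at 24 h (fry, adjusted p = 0.69) and -0.15 at 48 h. Limma called 0 of the 5 at either time, and 0 passed when adjusted over the list alone.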

As the ET and JA signal pathways serve as initial communication response signals, we used mutants of these two signals to detect the possible receptor signals of the chemicals from neighbors. Results indicated that the ET response signal is crucial to chemical response in plant–plant communication. The JA mutant has a weaker response to chemicals. Accordingly, Ruther and Kleier [20] demonstrated that ET can synergize volatile emission in maize induced by exposure to (*Z*)-3-hexen-1-ol. The consanguineous relationship between ET and JA signals has been thoroughly characterized [32], [33]: they can either function together or act independently, and different mutants in the pathways have different phenotypes [34]. The ET response signal is perhaps a receptor of the chemicals from the neighbors, with the response subsequently mobilizing ET and JA downstream defense genes through the interaction of the two plant hormones.

The receiver's speed of response to volatiles from its neighbors may be crucial for plants to cope with herbivore attack. Our results showed that the immune responses related to the ET pathways can be up-regulated after 24 h of exposure and that defense genes, including those responsible for nearly all stimulus-induced responses and for the production of some secondary substances also important for plant defense, were significantly up-regulated after 48 h of exposure (Figure 1B). Although plants can respond to direct damage within a couple of hours [35], they seem to take 2–3 days to initiate response and fully develop their cellular defense mechanisms against volatiles. The necessity of such dual-reaction systems is likely related to a growth-defense tradeoff [36], [37].

The speed–accuracy tradeoff is another dimension of the volatile response process. A complex blend of HIPVs may accurately encode the damage incurred by a plant, but it may require more resources and a longer time for a receiver plant to decode. Therefore, the identification of active single volatiles is essential. Most studies that identified volatiles acting in plant–plant communication focused on green leaf volatiles or termenes separately [14], [23]. The present study carried out a relatively comprehensive analysis of each member from one kind of emitter. Active volatiles are apparently correlated with their emission rhythms. Our results showed that some single compounds can be functionally similar to the entire set of Lima bean volatiles in *A. thaliana* induction. An ability to respond to emitters' signals all day long would be beneficial to plants. We have previously found in our study on the Lima bean–leafminer system that (*Z*)-3-hexen-ol is mainly released at night, whereas terpenes are abundantly released during the day [38]. Therefore, a plant that can be primed by both molecules, such as *A. thaliana*, would have better chances of rapidly preparing itself for a real attack because it may pick up signals anytime. However, the effective volatiles may vary for different plants, as (*Z*)-3-hexenyl acetate can elicit defense responses in maize, Lima bean, and hybrid poplar [9], [24], [25]. Furthermore, the effects of linalool differ between receiver plants, with the likely reason being that linalool is commonly released by volatiles from flowers, thereby restricting its accuracy as a signal of insect damage [39], [40].

In comparing genomic responses to volatiles and those to feeding damage, we found that the feeding-induced response in *A. thaliana* was not a simple augmentation of the gene activation caused by volatile exposure and that new sets of genes were recruited (Figure 4). 

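Vsp1, PDF1.2 and PR-4 changed more with feeding than with volatiles, where they were not called. The vegetative storage protein gene Vsp1 rose by 6.49 (SE 0.46, adjusted p = 9.7e-07) with feeding and had 1.37 (SE 0.46, adjusted p = 0.21) with 48 h of volatiles, a difference of 5.12 (SE 0.65, adjusted p = 2.4e-04). PDF1.2 differed by 4.01 (SE 0.91, adjusted p = 0.010) in the same direction and PR-4 by 2.61 (SE 0.37, adjusted p = 5.6e-04). Each of these genes started lower in healthy leaves than in the 48 h controls. For PDF1.2 the log2 signals were 4.45, 6.95 and 4.03 in healthy leaves and 9.02, 9.19 and 10.05 in those controls. They were 10.81, 10.32 and 10.61 in fed leaves and 10.98, 11.14 and 10.44 after volatiles. PR-4 had 11.41, 11.46 and 11.42 in fed leaves and 11.50, 11.49 and 11.15 after volatiles. Vsp1 alone lay apart, at 11.54, 11.48 and 11.52 in fed leaves and 8.54, 9.68 and 8.25 after volatiles. AT1G70810, of the calcium-dependent lipid-binding family, rose by 1.23 (SE 0.17, adjusted p = 0.012) and 3.28 (SE 0.17, adjusted p = 1.9e-07) (difference 2.05, SE 0.25, adjusted p = 1.8e-04) and was named after its values were seen. For 12 of the 56 probe sets called up by both treatments, and 2 of the 12 called down by both, the change with feeding was larger by a difference that was itself called. Feeding called 4378 probe sets against 174 with 48 h of volatiles. The median size of the called changes was 1.74 with feeding and 1.75 with volatiles on the log2 scale, and the largest were 9.15 and 5.96. The medians hold only changes that passed, and far fewer passed with volatiles, so they do not compare the sizes of the responses. With feeding 1321 rises and 365 falls were at least 4-fold, against 50 rises and 10 falls with volatiles. Each treatment was compared with its own controls.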

Direct feeding and volatile treatment both regulated a considerable number of biotic and abiotic defense genes, but direct feeding activated more genes and induced greater gene expression fold change. These indicate that a greater extent of plant defense is initialized after herbivore feeding. Feeding damage down-regulated many basic metabolic genes and up-regulated defense genes, suggesting that there may be a tradeoff between growth and defense, such that plants devote more resources to defense when severe damage occurs.

In summary, our data show that HIPVs can prime receiver plants, a process that is distinct from the defense response caused by direct feeding. The induction process starts with up-regulation of immune pathways (after 24 h of treatment), followed by significant enhancement of cellular pathways underlying responses to biotic and abiotic stimuli (after 48 h of treatment). Only some single compounds are as effective as the whole set of Lima bean volatiles in inducing *A. thaliana*. Feeding damage, on the other hand, activates new sets of genes with greater fold changes. The ET and JA pathways are involved in the induction process in different degrees, with the ET pathway specifically necessary for sensing the induction signal in the early phase of induction.

Plant–plant communication is being increasingly appreciated [41]. Our data provide a genomic basis for this phenomenon, and this study has identified many biochemical pathways linked to gene expression patterns. However, further investigation is needed to clarify the physiological function of induction responses in receivers upon herbivore attack.

## Materials and Methods

### Plants and insects

Lima bean (*Phaseolus lunatus* L. cv Sieva) was individually seeded in plastic pots (12 cm diameter) with peat/vermiculite (3∶1) medium in an environmental chamber. Bean plants with two fully developed primary leaves were used in all experiments.

The wild-type and mutant *A. thaliana* plants used in this study were in the Col-0 background. The *coi1-2* and *ein2-1* mutants have been previously described by Xu et al. [42] and Roman et al. [43], respectively. The seeds were surface sterilized for 15 min in 10% bleach, washed five times with sterile water, and plated on half-strength Murashige–Skoog medium [44]. Plants were stratified at 4°C for 2 days in the dark and then transferred to an environmental chamber set at 22°C with a 16 h light/8 h dark cycle (light intensity, 120 µmol m^−2^ s^−1^). After 2 to 3 weeks, seedlings were also potted in peat/vermiculite (1∶2) medium and then placed in a growth room at 22°C with a 16 h light/8 h dark cycle (light intensity, 120 µmol m^−2^ s^−1^). Four-week-old *A. thaliana* plants were specifically used in our experiments. Pea leafminer (*Liriomyza huidobrensis*) was cultured under laboratory conditions for 3 years. Lima bean was used as the host plant of *L. huidobrensis* for rearing.

### Induction effect of leafminer-induced Lima bean volatiles

Two-week-old Lima bean plants containing more than 50 second instar leafminer larvae were used as emitters, whereas 4-week-old unattached *A. thaliana* plants served as receivers. For the volatile transportation system, compressed air (Beijing Gas Main Plant, Beijing, China) was pushed through three glass bottles (500 ml) containing molecular sieve (0.5 nm; Beijing Chemical Company, Beijing, China), freshly activated charcoal (Beijing Chemical Company), and distilled water, respectively. The filtered and moisturized air was pushed into a glass jar with a shape similar to that of a desiccator (15 l). The air was absorbed with Porapak Q (80–100 mesh size; Supelco, USA) and tested with an Agilent gas chromatographer (GC) (6890N) coupled with a mass spectrometry (MS) system (5973 MSD; Agilent Technologies, Inc., USA); air clarity was ensured to avoid the interference of pollution [45]. The emitter plants (more than three Lima beans in each pot) were placed at the bottom of the jar, whereas the receiver plants were placed on a stainless steel shelf, such that the receivers were above the emitters and immersed in the headspace of the Lima bean plants. At the end of the system was a membrane pump (Beijing Institute of Labour Instruments, China). The compressed air was released at low speed (50 ml/min) by the pump. The low air speed ensured that the volatiles from the emitters would remain in the jar at a relatively high concentration for a long duration. By using this positive/negative pressure system, we ensured that no ambient air was sucked into the jar, although the plants could get fresh air, thus avoiding the normal restrictions of a closed system [21]. The control receiver samples were treated with healthy Lima bean plants. After 24 or 48 h, the receivers were frozen in liquid nitrogen. Each repeat contained tissue from at least eight plants, and more than two repeats were prepared.

### Leafminer feeding experiment

More than 200 mated *L. huidobrensis* adults were released onto 4-week-old *A. thaliana* leaves for oviposition and then removed within 4 h. After the leafminers grew to the second instar (96 h after oviposition), leaves damaged by leafminer larvae were selected as the leafminer-infected samples (at least 50 larvae were found in the Lima bean leaves). Three separate samples containing tissue from at least eight plants were prepared from the leafminer-infected leaves. Three control samples were also prepared from the leaves of healthy plants of the same age.

### Induction effect of synthetic chemicals

*Arabidopsis thaliana* plants were placed in the same jar (15 l) used in the plant–plant communication setup, and 5 µl of 0.5 mM synthetic chemicals in dichloromethane was injected onto a cotton ball (4 mm diameter). The cotton ball was bound to the steel shelf in the jar. The same amount of dichloromethane was used as control. Finally, the *A. thaliana* plants were frozen in liquid nitrogen. Each sample contained tissue from at least eight plants, with four replicates.

Two green leaf volatiles [(*Z*)-3-hexen-ol and (*Z*)-3-hexenyl acetate] and four terpenes (linalool, ocimene, DMNT, and TMTT), which comprise nearly 95% of all VOCs detected in the headspace of leafminer-damaged Lima beans, were selected to analyze the induction effects of individual compounds. Most of the compounds used in this experiment were purchased commercially: (*Z*)-3-hexen-ol (≥95% pure) and linalool (97% pure) were obtained from Sigma-Aldrich (St. Louis, MO); (*Z*)-3-hexenyl acetate (99% pure) was obtained from Tokyo Kasei Kogyo Co. (Tokyo, Japan); and ocimene (≥75% pure) was obtained from Fluka (Buchs, Switzerland). DMNT and TMTT were kindly provided by Dr. W. Boland of the Max Planck Institute for Chemical Ecology (Jena, Germany).

### Preparation of cDNA sample

Total RNAs were isolated using an RNeasy® Plant Mini Kit (Qiagen, Valencia, CA, USA). Each sample for RNA extraction contained tissue from at least eight *Arabidopsis* plants. cDNA was prepared following the manufacturer's instructions (www.affymetrix.com/support/technical/manual/expression_manual.affx).

### Microarray hybridization and data analysis

Affymetrix microarrays (*Arabidopsis* ATH1 genome array) containing 22,810 probe sets were used in our experiments. Labeling and hybridization on the ATH1 microarrays (one sample per chip) were performed according to the manufacturer's instructions (www.affymetrix.com/support/technical/manual/expression_manual.affx). Global analysis of temporal gene expression was performed by subjecting the absolute expression values for scaling using Affymetrix MAS5.0. The probe arrays were further analyzed with GENESPRING Version 5.0 (Silicon Genetics). Normalization of every gene and chip was performed to allow comparisons of two or three independent replicates performed for each set of experiment. SAM analysis (Significance Analysis of Microarrays software package) was conducted for *A. thaliana* triplicate samples between treatment and control plants using a *q* value ≤0.05 and a fold change cutoff ≥2 to identify the genes differentially expressed in the treatments [46]. We searched GO enrichment information for the differently expressed probe sets using EasyGO (http://bioinformatics.cau.edu.cn/easygo/category_treeBrowse.html). We applied *χ* ^2^ analysis for the biological process search, and the cutoff for false discovery rate (FDR) was adjusted using a *p* value of 0.0001. Cluster 3.0 and TreeView were used (http://rana.Stanford.EDU/software/) to group and display genes with similar expression profiles [47]. We used the default options of hierarchical clustering with uncentered correlation similarity metrics. All GeneChip data sets are available in a MIAME-compliant format through GEO (accession no. GSE33505).

### Real-time PCR

PCR was performed in 20 µl of reaction volume containing 10 µl of 2× SYBR® Premix EX Taq™ Master Mix (TaKaRa, Kyoto, Japan), 5 µM concentration each of gene-specific primers (Table S1), and 1 µl cDNA templates. Reactions were carried out on an Mx 3000P detection system (Stratagene, La Jolla, CA, USA). The following thermal cycler parameters were used to produce the melting curves, which were in turn used to assess the specificity of the PCR products: 2 min at 95°C; 40 cycles of 5 s at 95°C, 20 s at 58°C, and 20 s at 72°C; and 1 cycle of 30 s at 95°C, 30 s at 58°C, and 30 s at 95°C. β-Actin was used as the housekeeping gene. A standard curve was derived from the serial dilutions of plasmid containing the target DNA segment to quantify the copy numbers of target mRNAs. The amount of each gene was then normalized to the abundance of β-actin. Subsequently, the normalized values of each gene in the stressed samples were divided by those in the untreated controls, and the folds were used as the relative levels of each gene.

## Supporting Information

Figure S1 **Validation of microarray data by qPCR.** Scatter plot showing a positive correlation of gene expression patterns between qPCR and microarray hybridization. The *x*-axis represents microarray hybridization, whereas the *y*-axis represents qPCR.
(EPS)

Figure S2 **GO enrichment analysis of genes regulated by leafminer feeding in** ***A. thaliana*** **(** ***p*** **<0.01).** The GO terms were chosen at the third level.
(EPS)

Figure S3 **Absolute amount volatiles from emitters.** Absolute amount of detected volatiles emitted from second instar leafminer-infested Lima bean plants at different times of the day.
(EPS)

Figure S4 **GO enrichment of down-regulated genes in** ***A. thaliana*** **after 24 h of treatment.** The graph displays term enrichment levels along with the GO term hierarchy within the biological process branch, and the analysis was performed using EasyGO. The classification terms and their serial numbers are shown as rectangles. The numbers in brackets represent the total number of genes that may be involved in the corresponding biological processes. The graph displays the classification term enrichment status and term hierarchy. The color scale shows the *p* value cutoff levels for each biological process. The darker colors represent the more significant biological processes in the putative stigma pathway.
(EPS)

Table S1 **Primers used for qPCR.**
(XLS)

Table S2 **Five most significantly enriched GOs in** ***A. thaliana*** **up-regulated by 48 h of volatile treatment.**
(XLS)

Methods S1 **Selection principle of tested genes, and method for lima bean volatile collections, identification, and quantification.**
(DOC)

# Supplementary material for: Transcriptional Analysis of Arabidopsis thaliana Response to Lima Bean Volatiles
**Source:** PLoS One. 2012 Apr 25;7(4):e35867. doi: 10.1371/journal.pone.0035867
**Supplement:** Methods S1 — Selection principle of tested genes, and method for lima bean volatile collections, identification, and quantification.

**Supplement methods**

**1,** **Selection of genes tested by Q-PCR**

Based on the response magnitude of the microarray results, we selected some representative genes, which were used to detect the response of mutant plants and effect of single chemicals. These genes were key members involved in some important signal pathways of plant such as defense, immune reaction, metabolism and development, with β-actin as the house-keeping gene. Table S1 gives their primers, full names, and short names.

The genes were selected according to the following rules. Firstly, we selected five most significantly enriched GOs in *Arabidopsis thaliana* that were up regulated by 48h volatile treatment, which were “response to chemical stimulus”, “response to other organism”, “response to biotic stimulus”, “response to stress”, “response to external stimulus” (shown in table S2). 

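Table S2 lists the probe sets of each enriched GO term with the paper's fold changes at 48 h, and both chitinase and oxylipin genes are in it. For the basic chitinase the fold change here was 5.81 and the paper's reported value is 6.39, and for PR-1 the fold here was 2.79 and the paper's 2.65. The table holds 186 distinct probe sets in these 5 terms, the smallest of them 1.5-fold in the paper's table. Across the 186 probe sets the log2 of the paper's fold and the log2 fold change here had a Pearson r of 0.845, and the median ratio of the folds was 1.07. Folds of at least 2 numbered 104 here and 64 in the paper's table. The GO annotation and the enrichment tool used by the paper were not used here, so the terms are taken as Table S2 gives them.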

The genes included in all the five GOs and with a fold change more than 2 were selected. 

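Of the genes common to all 5 terms, the basic chitinase had the largest change at 48 h, a log2 fold change of 2.54 (SE 0.44, adjusted p = 0.021). The lipoxygenase AtLOX2 was the other of the 7 probe sets that was called. PR-1 had a log2 fold change of 1.48 (SE 0.87, adjusted p = 0.53) with a control mean of 9.10 ± 1.97 (SD, n = 3) and a volatile mean of 10.58 ± 0.06 (SD, n = 3). PDF1.2 had 1.43 (SE 0.64, adjusted p = 0.37) and the ethylene response factor 1.37 (SE 0.35, adjusted p = 0.096). All 7 were above 0 at 48 h, between 0.63 and 2.54, and 2 were called (3 after quantile normalization). In Table S2, 9 probe sets stand in all 5 terms and 6 of them have a fold above 2 in the paper's table; for OPR3 the paper's reported fold is 1.52 and the fold here was 1.55. The probe sets were selected on these arrays.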

Here, we got 7 genes, which were 256243_AT, 266385_AT, 249052_AT, 245928_S_AT, 265530_AT, 260783_AT, 252618_AT. Secondly, twelve genes that were most significantly up regulated by leafminer feeding in *Arabidopsis thaliana* were selected, but the ones that we don’t know their functions were removed. 

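The 7 genes selected by this rule were among the large rises in fed leaves, at ranks from 1 to 38. The AP2 domain gene ranked first among all 22746 probe sets by log2 fold change, with 9.15 ± 0.65 (SD, n = 3) in fed leaves and all healthy arrays at the floor (SE of the change 0.83, adjusted p = 5.8e-06). S-linalool synthase rose by 8.33 (SE 0.64, adjusted p = 1.7e-06) and the NAM-like protein by 7.13 (SE 0.44, adjusted p = 4.3e-07), ranks 3 and 7. The steroid sulfotransferase-like gene ranked 16 with 6.85 (SE 0.65, adjusted p = 8.7e-06) and the cytochrome P450-like gene ranked 38 with 6.34 (SE 0.28, adjusted p = 7.3e-08). The remaining ranks were 28 for the proline oxidase AT5G38710 and 32 for Vsp1. With 48 h of volatiles their log2 fold changes lay between 0 and 1.37 and limma called 0 of the 7. The probe sets were selected on these arrays.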

Here, we got more 7 genes, which were 252368_at, 249527_at, 250662_at, 260203_at, 245928_s_at, 264886_at, 264415_at. Thirdly, our analysis indicated that JA and ET pathways were important in the defense response of *Arabidopsis thaliana*, thus the key genes of these two pathways were included in our gene list. Here, we got more 7 genes, which were 257922_at, 261470_at, 248799_at, 259875_s_at, 249208_at, 245253_at, 261037_at. 

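The jasmonate and ethylene genes of this group rose with feeding, by amounts that differed widely. The putative lipoxygenase of Table S1 rose by 6.63 (SE 0.36, adjusted p = 1.9e-07) and the unnumbered ethylene-responsive element binding factor by 4.84 (SE 0.29, adjusted p = 3.1e-07). AOS rose by 2.73 (SE 0.23, adjusted p = 3.4e-06) and hydroperoxide lyase, which makes leaf aldehydes, by 2.18 (SE 0.20, adjusted p = 5.9e-06). The smallest rise was that of ethylene responsive element binding factor 2, 1.49 (SE 0.43, adjusted p = 0.019). All 7 were called up by feeding, and with 48 h of volatiles 1 was, OPR2. With volatiles the log2 fold changes of the 7 lay between 0.22 and 1.71 at 48 h and between 0.30 and 0.85 at 24 h, where limma called 0.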

Fourthly, we selected 3 down regulated genes, which were 265665_at (the most significantly down regulated genes in *Arabidopsis thaliana* by leafminer feeding), 259790_s_at (auxin response gene, an important gene related to growth), 258497_at (putative flowering-time gene CONSTANS (COL2)). 

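All 3 genes of this group fell with feeding. The cysteine proteinase gene AT2G27420 ranked 4 by the size of its fall, and COL2, a relative of the flowering regulator CONSTANS, ranked 15 with a log2 fold change of -3.92 (SE 0.40, adjusted p = 1.6e-05). The auxin-induced protein ranked 90. With 48 h of volatiles the log2 fold changes were -1.37 (SE 0.40, adjusted p = 0.15) for COL2 and -0.68 (SE 0.57, adjusted p = 0.70) for AT2G27420, and limma called 0 of the 3. For each of the 3 the responses to feeding and to volatiles differed (adjusted p = 0.0033, 0.0031 and 0.0094 for AT2G27420, the auxin-induced protein and COL2).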

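Among the 6 genes the paper selected as medially regulated, cytochrome P450, glutathione transferase and late embryogenesis abundant genes rose strongly with feeding and did not pass with volatiles. The P450 monooxygenase gene rose by 7.86 (SE 0.48, adjusted p = 3.9e-07), rank 5 among all probe sets, and the late embryogenesis abundant protein gene by 6.42 (SE 0.25, adjusted p = 5.6e-08). The glutathione S-transferase gene rose by 5.79 (SE 0.52, adjusted p = 5.4e-06) and the cytochrome P450 gene by 5.45 (SE 0.77, adjusted p = 1.8e-04). PR-4 and the latex allergen-like gene, both in Fig. 2, rose by 3.36 and 6.66. With 48 h of volatiles the 6 log2 fold changes lay between 0.37 and 1.90, the largest for the cytochrome P450 gene, and limma called 0 (smallest adjusted p = 0.23).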

Fifthly, 6 gene that were medially regulated by volatile treatment or leafminer feeding in *Arabidopsis thaliana* were selected randomly, which were 253073_at, 266267_at, 258791_at, 256589_at, 245038_at, 264758_at. 

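Of the 7 genes the paper selected as not regulated, several changed with feeding on the arrays. The aldehyde dehydrogenase gene ALDH7B4 rose by 2.60 (SE 0.51, adjusted p = 0.0021) and the chloroplast aspartate aminotransferase gene ASP3 had a log2 fold change of 1.63 (SE 0.17, adjusted p = 1.5e-05). The defensin gene LCR68 had a log2 fold change of -1.61 (SE 0.28, adjusted p = 8.6e-04) and the alcohol dehydrogenase gene AT1G32780 one of -1.66 (SE 0.31, adjusted p = 0.0013). Hydroperoxide lyase also rose. Of the 7 probe sets, 3 were called up and 2 down by feeding, and all 7 passed the adjusted p before the fold threshold. With 48 h of volatiles the lactoylglutathione lyase-like gene rose by 1.11 (SE 0.21, adjusted p = 0.029), and the other 6 did not pass.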

Lastly, 7 genes that were not significantly regulated by volatile treatment or leafminer feeding in *Arabidopsis thaliana* were selected randomly, which were 264372_at, 245253_at, 266118_at, 250385_at, 262646_at, 263157_at, 261712_at.

**2, Lima bean volatile collection**

Three collections of volatiles were used: (1) clean bags - the odor collected from a clean oven bag (Reynolds Oven Bags, Reynolds Kitchens, Richmond, VA, USA) was used as a control; (2) healthy Lima beans; and (3) damaged plants –second instar leafminer (96 h after oviposition) damaged Lima beans.

The headspace volatile collection setup was prepared similarly as that described previously (Wei *et al.* 2006). To measure the dynamic patterns of plant volatile emission, a whole day was divided into 3 time intervals: 08:00-15:00 (morning), 15:00-22:00 (afternoon), and 22:00-08:00 in the next day (night). The absorbing glass collectors connecting to each bag were replaced with a new one in each time interval. All aeration extracts were stored at -20°C until used in chemical analyses or behavioral experiments. The plants were weighed immediately after being collected. Numbers of leafminer larvae on the leaves were recorded.

**3, Chemical identification and quantification**

Collected volatiles were identified similarly as described previously (Wei *et al.* 2006). And a different GC (7890A; Agilent Technologies, Inc., Santa Clara, CA, USA) coupled with an auto-inlet installation was used to quantify the collected volatiles. The system was equipped with the same DB-WAX column and the same template program as the previous GC-MS system. Heptanoic acid, ethyl ester and dodecanoic acid, ethyl ester (1 ng μL-1, 5 ng μL-1, 20 ng μL-1, 50 ng μL-1 and 100 ng μL-1) were used as external standards for developing standard curves to quantify volatiles in the samples.

**References**

Wei J.N., Zhu J. & Kang L. (2006). Volatiles released from bean plants in response to agromyzid flies. *Planta*, 224, 279-87.

How the deposited data were processed for this re-analysis (not part of the article)

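Transcript levels were taken from 16 ATH1 arrays, 1 per sample of at least 8 *Arabidopsis* plants: 2 control and 2 volatile samples at 24 h, 3 control and 3 volatile samples at 48 h, and 3 healthy and 3 leafminer-fed samples. Controls of the volatile experiment were exposed to healthy Lima bean plants, and the feeding experiment had its own controls, so no samples are shared between the experiments. The intensity values are the signals the authors computed with MAS5 before they deposited them, on a linear scale; the target of the scaling, and whether the normalization in GeneSpring that the methods describe was applied to these values, are not stated in the sources used here. Medians of the arrays lay between 19.2 and 30.3 and trimmed means between 54.4 and 89.3, so the deposited arrays do not share one scale. Values below 1 were set to 1 and log2 values were taken; 9.62% to 13.3% of the probe sets of an array were at or below 1.

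Of 22810 probe sets, 64 control probe sets were left out and 22746 were tested. limma 3.58.1 in R 4.3.3 fitted a mean for each of the 6 groups, with empirical Bayes moderation and a variance trend, and p-values were adjusted by Benjamini and Hochberg within each comparison. Adjusted p values in the text are limma's unless another tool is named, SE is the moderated standard error of the log2 fold change, and a probe set is called when its adjusted p is at most 0.05 and its change at least 2-fold. The comparisons were volatiles against control at 24 h and at 48 h, fed against healthy, the 48 h response against the 24 h response, the feeding response against the 48 h volatile response, and the 48 h controls against the 24 h controls. Lists of genes with 3 or more named members were tested with limma's fry, adjusted over the 11 lists of a comparison or over the 6 lists from Table S2, and again with camera at a preset correlation of 0.01 and at an estimated correlation. Where a count of list members is said to be adjusted over the list alone, the p-values were adjusted among those members only. Clustering used average linkage and uncentered correlation. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.

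The 27 gene lists were written before the data were examined: jasmonate synthesis, jasmonate signaling, ethylene synthesis and signaling, ethylene response factors with defensins, salicylate, chitinases, aliphatic glucosinolates, indole glucosinolates, tryptophan synthesis, phenylpropanoids and flavonoids, terpenes and leaf volatiles, detoxification, photosynthesis, chlorophyll and carotenoids, auxin, abscisic acid with cold and water deficit, heat shock, early stress and touch, cell wall loosening, senescence, circadian clock, cell division, trichomes, guard cells, phloem, flower and root. They hold 516 members, of which 76 have a named probe set. Gene names came from the platform's annotation as supplied for this series: 13513 of the tested probe sets match 1 gene, 503 match several and 8730 are not listed, and 13436 of the listed ones have their gene in the RefSeq table of TAIR10.1, which was used for names only. Probe sets that Table S1 or Fig. 2 names are given by the paper's names. Genes named in the text are, for each comparison, the 10 called with the largest rise and the 10 with the largest fall among those whose groups do not overlap, whose mean in the higher group reaches the median of all probe sets (4.61) and that match 1 gene; every probe set the paper names; and 2 to 4 members with the largest change of each list described. Values in the paper's tables had been seen when this rule was written, and genes outside it are marked as named after their values were seen.

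Alternatives set before the data were examined were quantile normalization of the 16 arrays, log2 of the value plus 16, the upper 60% of probe sets by signal, fits on the arrays of a comparison alone, the replicate number as a block, leaving out each array, SAM written anew with all distinct splits (20 for 3 arrays against 3 and 6 for 2 against 2), a fold of 1.5, no fold threshold, a 2-fold change without a test, no variance trend, both camera settings, and other probe sets or centered correlation for the clustering. After the arrays were seen to differ in total signal, quantile normalization was considered as the main setting and its counts and those of median scaling were seen; the main setting was left as fixed beforehand, and median scaling was added as an alternative at that point. In a test with simulated changes among 22746 probe sets, limma passed 81.8% of 4-fold and 25.4% of 2-fold changes at 24 h, 93.9% and 38.8% at 48 h, and 92.4% and 37.3% with feeding, while SAM passed 1.52% and 0% at 24 h, 36.4% and 1.49% at 48 h, and 39.4% and 0% with feeding; false calls made up 7.5%, 5% and 4.04% of those limma passed. The simulated arrays of a probe set had the same spread in every group, which the main fit assumes. The simulation therefore cannot show false calls that arise where the groups differ in spread. The GO annotation and enrichment test of the paper, the quantitative PCR, the mutants and the synthetic compounds were not analysed here. The genes of Fig. 2 were read from the picture and are given singly, not tested as a list.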

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

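All tests in this part were set before the data were examined, apart from the chloroplast-encoded probe sets, which were chosen after the values were seen. Results stand here because a test found different responses at 24 h and 48 h, or because the paper does not report on the data concerned.

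The responses to volatiles at 48 h and 24 h differed by the interaction test for 5 probe sets. UGT73C1, a glycosyltransferase gene, was lower at 24 h, where the volatile arrays are at the floor, and higher at 48 h, with a difference of at least 5.06 (SE 0.55, adjusted p = 0.0097). A probe set not paired with a gene that fell at 24 h differed by 4.29 (SE 0.54, adjusted p = 0.022), and a second, from Table S2, by 3.37 (SE 0.33, adjusted p = 0.0056). AT4G13180, of the short-chain dehydrogenase family, differed by 1.64 (SE 0.21, adjusted p = 0.022). AT3G30810 differed by 1.57 (SE 0.20, adjusted p = 0.022), and this is a change in the 24 h controls alone, as all its other groups of this experiment are at the floor.

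The paper does not compare the control groups of 24 h and 48 h with each other. Of 22746 probe sets, 3 differed: AT3G30810 (-1.57, adjusted p = 0.0027), AT3G30240 (-1.75, adjusted p = 0.0098) and a probe set not paired with a gene (1.91, adjusted p = 0.042). The 48 h controls of the named genes and the 24 h controls of the last were at the floor, so these sizes are lower bounds. Thus the falls called for AT3G30810 and AT3G30240 at 24 h are also differences between control groups.

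Chloroplast-encoded transcripts, which the paper does not discuss, had a median log2 change of -0.63 at 48 h, with 68 of 69 probe sets below 0. ndhG and ndhD, subunits of the chloroplast NADH dehydrogenase, were called down, ndhD with -1.46 (adjusted p = 0.046). The set did not pass fry (unadjusted p of 1 list = 0.084), the median was -0.37 without the third volatile array, and the difference between 3 prime and 5 prime signals of GAPDH, a measure of RNA quality, was 0.462 lower on the volatile arrays of 48 h.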

How the results depend on the processing

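Median scaling was chosen after the data were seen; all other settings were set before the data were examined. No result that passed its test changed direction under any setting, and the cause of the shifts was not tested. The calls at 24 h rest on 2 arrays per group and those at 48 h on a few arrays, while the calls with feeding kept their counts in most settings. Of 125 calls of named genes, 28 were lost in fits on own arrays only, 29 with SAM, 4 after quantile normalization, 3 after median scaling, 2 with the offset, 5 without the variance trend and 0 of 106 in the upper 60% by signal. Leaving out 1 array lost 86 of 750. The correlation across probe sets of the feeding and volatiles 48 h changes was 0.139 and stayed above 0, between 0.0573 without control 48 h array 1 and 0.212 without control 48 h array 3; it was 0.188 with log2(value + 16), 0.193 in the upper 60% by signal and 0.132 after quantile normalization.

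After quantile normalization, the counts that moved were volatiles 24 h, probe sets called up 7 (main 1), volatiles 24 h, probe sets called down 10 (main 3), volatiles 48 h, probe sets called down 131 (main 47), feeding, probe sets called down 2381 (main 1476), 48 h response against 24 h response, probe sets called 23 (main 5), 24 h up calls with a positive change at 48 h 14.3 (main 100), probe sets called down by feeding and by volatiles 48 h 42 (main 12), probe sets called up by volatiles 48 h and down by feeding 26 (main 16), probe sets called down by volatiles 48 h and up by feeding 12 (main 6). For the lists that changed sides the adjusted p was detoxification at 24 h 0.018 (main 0.13), early stress at 24 h 0.015 (main 0.099), cell wall loosening at 24 h 0.0453 (main 0.64), chlorophyll and carotenoids at 48 h 0.0067 (main 0.059), cell wall loosening at 48 h 0.042 (main 0.25), guard cells at 48 h 0.014 (main 0.57), photosynthesis with feeding 0.0022 (main 0.16), guard cells with feeding 1.3e-04 (main 0.058). After median scaling, chosen after the array totals were seen, the counts that moved were called up at 24 h 2 (main 1), called down at 24 h 12 (main 3), called down at 48 h 125 (main 47), called down by feeding 2255 (main 1476), 48 h against 24 h response 18 (main 5), control 48 h against control 24 h, probe sets called 6 (main 3), percent of 24 h rises above 0 at 48 h 50 (main 100), down in both 44 (main 12), down by volatiles and up by feeding 15 (main 6). For the lists that changed sides the adjusted p was detoxification at 24 h 0.014 (main 0.13), early stress at 24 h 0.014 (main 0.099), cell wall loosening at 24 h 0.030 (main 0.64), chlorophyll and carotenoids at 48 h 0.013 (main 0.059), cell wall loosening at 48 h 0.023 (main 0.25), guard cells at 48 h 0.018 (main 0.57), photosynthesis with feeding 0.0066 (main 0.16), guard cells with feeding 4.6e-05 (main 0.058). With log2(value + 16), the counts that moved were called up at 24 h 0 (main 1), called down at 24 h 0 (main 3), feeding, probe sets called up 1929 (main 2902), called down by feeding 794 (main 1476), 48 h against 24 h response 15 (main 5), 48 h against 24 h controls 0 (main 3). For the lists that changed sides the adjusted p was auxin response with feeding 0.019 (main 0.16). In the upper 60% by signal, the counts that moved were called up at 24 h 0 (main 1), called down at 24 h 1 (main 3), volatiles 48 h, probe sets called up 220 (main 127), called down at 48 h 93 (main 47), 48 h against 24 h response 10 (main 5), probe sets called up by feeding and by volatiles 48 h 117 (main 56), down in both 28 (main 12), up by volatiles and down by feeding 30 (main 16), down by volatiles and up by feeding 15 (main 6). For the lists that changed sides the adjusted p was photosynthesis at 48 h 0.057 (main 0.0494), auxin response with feeding 0.021 (main 0.16). In fits on own arrays only, the counts that moved were called up at 24 h 0 (main 1), called down at 24 h 0 (main 3), called up at 48 h 6 (main 127), called down at 48 h 1 (main 47), 48 h against 24 h response 9 (main 5), 48 h against 24 h controls 0 (main 3), clustering of the volatile experiment 7 (main 8), up in both 2 (main 56), down in both 0 (main 12), up by volatiles and down by feeding 0 (main 16), down by volatiles and up by feeding 0 (main 6). For the lists that changed sides the adjusted p was senescence at 48 h 0.12 (main 0.0054).

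With SAM, the counts that moved were volatiles 24 h, probe sets called up 2 (main 1), volatiles 24 h, probe sets called down 1 (main 3), volatiles 48 h, probe sets called up 0 (main 127), volatiles 48 h, probe sets called down 0 (main 47), clustering of the volatile experiment 5 (main 8), probe sets called up by feeding and by volatiles 48 h 0 (main 56), probe sets called down by feeding and by volatiles 48 h 0 (main 12), probe sets called up by volatiles 48 h and down by feeding 0 (main 16), probe sets called down by volatiles 48 h and up by feeding 0 (main 6). At fold 1.5, the counts that moved were feeding, probe sets called down 2288 (main 1476), down in both 19 (main 12). With no fold cutoff, the counts that moved were called down by feeding 2431 (main 1476), down in both 19 (main 12), up by volatiles and down by feeding 25 (main 16). At fold 2 without a test, the counts that moved were called up at 24 h 986 (main 1), called down at 24 h 649 (main 3), called up at 48 h 985 (main 127), called down at 48 h 468 (main 47), 48 h response against 24 h response, probe sets called 2877 (main 5), feeding response against volatiles 48 h response, probe sets called 6234 (main 3194), control 48 h against control 24 h, probe sets called 1384 (main 3), 24 h up calls with a positive change at 48 h 65.5 (main 100), up in both 353 (main 56), down in both 75 (main 12), up by volatiles and down by feeding 104 (main 16), down by volatiles and up by feeding 97 (main 6). With no variance trend, the counts that moved were called up at 24 h 3 (main 1), called down at 24 h 5 (main 3), percent of 24 h rises above 0 at 48 h 66.7 (main 100). In clustering of the upper 60% by signal, the counts that moved were arrays clustered with their treatment 6 (main 8).

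In camera with a preset correlation of 0.01, the lists that changed sides had adjusted p of detoxification at 24 h 1.8e-05 (main 0.13), early stress at 24 h 7.4e-05 (main 0.099), cell wall loosening at 24 h 0.014 (main 0.64), chlorophyll and carotenoids at 48 h 0.019 (main 0.059), detoxification with feeding 0.058 (main 6.2e-04), chlorophyll and carotenoids with feeding 0.26 (main 0.0054), cell wall loosening with feeding 0.051 (main 6.6e-04), senescence with feeding 0.11 (main 3.1e-05), response to chemical stimulus at 24 h 0.019 (main 0.077), response to stress at 24 h 0.021 (main 0.077), all of Table S2 at 24 h 0.019 (main 0.077).

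In camera with an estimated correlation, the lists that changed sides had adjusted p of detoxification at 24 h 0.039 (main 0.13), early stress at 24 h 0.0482 (main 0.099), chitinases at 48 h 0.059 (main 0.0023), phenylpropanoids at 48 h 0.053 (main 0.0019), detoxification at 48 h 0.053 (main 0.0023), photosynthesis at 48 h 0.14 (main 0.0494), senescence at 48 h 0.078 (main 0.0054), chitinases with feeding 0.069 (main 1.7e-06), detoxification with feeding 0.24 (main 6.2e-04), chlorophyll and carotenoids with feeding 0.46 (main 0.0054), abscisic acid and cold with feeding 0.069 (main 3.8e-07), early stress with feeding 0.069 (main 1.0e-07), cell wall loosening with feeding 0.24 (main 6.6e-04), senescence with feeding 0.25 (main 3.1e-05), response to chemical stimulus with feeding 0.077 (main 2.0e-06), response to other organism with feeding 0.066 (main 4.5e-07), response to biotic stimulus with feeding 0.066 (main 4.5e-07), response to stress with feeding 0.066 (main 6.1e-07), response to external stimulus with feeding 0.066 (main 6.1e-07), all of Table S2 with feeding 0.066 (main 1.1e-06).

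With the replicate block, the counts that moved were volatiles 24 h, probe sets called up 0 (main 1), volatiles 24 h, probe sets called down 0 (main 3), volatiles 48 h, probe sets called up 19 (main 127), volatiles 48 h, probe sets called down 2 (main 47), 48 h response against 24 h response, probe sets called 0 (main 5), probe sets called up by feeding and by volatiles 48 h 7 (main 56), probe sets called down by feeding and by volatiles 48 h 0 (main 12), probe sets called up by volatiles 48 h and down by feeding 5 (main 16), probe sets called down by volatiles 48 h and up by feeding 1 (main 6). For the lists that changed sides the adjusted p was photosynthesis at 48 h 0.11 (main 0.0494). It changed no other count or list by as much, and 25 of the 125 calls of named genes were lost. Numbers do not pair the samples in the sources used here, and the correlation of residuals with the same number was -0.0121 at 24 h, 0.0517, 0.0423 and -0.0385 at 48 h, and 0.0306, 0.0187 and 0.0338 with feeding; each feeding array, and 2 of 3 at 48 h, correlated best with its own number.

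Leaving out 1 array left a lone array in a 24 h group, which is then assumed to vary like the other groups. From lowest to highest, these counts moved. For volatiles 24 h, probe sets called up (main 1): 3 without control 24 h array 2, 5 without control 24 h array 1, 12 without volatiles 24 h array 1, 21 without volatiles 24 h array 2. For volatiles 24 h, probe sets called down (main 3): 2 without volatiles 24 h array 2, 7 without volatiles 24 h array 1, 12 without control 24 h array 2, 13 without control 24 h array 1. For 48 h response against 24 h response, probe sets called (main 5): 2 without control 48 h array 3, 3 without volatiles 48 h array 1, 8 without volatiles 48 h array 2, 9 without control 48 h array 2, 10 without control 24 h array 1, 13 without control 24 h array 2, 17 without control 48 h array 1, 18 without volatiles 24 h array 1, 25 without volatiles 24 h array 2. For control 48 h against control 24 h, probe sets called (main 3): 5 without control 48 h array 2, 6 without control 48 h array 3, 13 without control 24 h array 1, 15 without control 48 h array 1, 16 without control 24 h array 2. For 24 h up calls with a positive change at 48 h (main 100): 14.3 without volatiles 24 h array 2, 25 without volatiles 24 h array 1, 50 without volatiles 48 h array 3, 80 without control 24 h array 1, 100 without control 24 h array 2. For volatiles 48 h, probe sets called up (main 127): 45 without control 48 h array 3, 56 without volatiles 48 h array 2, 57 without control 48 h array 2, 58 without volatiles 48 h array 1, 265 without control 48 h array 1. For volatiles 48 h, probe sets called down (main 47): 12 without control 48 h array 3, 17 without volatiles 48 h array 1, 20 without control 48 h array 2, 28 without volatiles 48 h array 3, 151 without control 48 h array 1. For probe sets called up by feeding and by volatiles 48 h (main 56): 23 without control 48 h array 3, 23 without volatiles 48 h array 2, 25 without control 48 h array 2, 26 without volatiles 48 h array 1, 84 without control 48 h array 1. For probe sets called down by feeding and by volatiles 48 h (main 12): 3 without control 48 h array 2, 4 without control 48 h array 3, 5 without volatiles 48 h array 1, 7 without volatiles 48 h array 3, 19 without volatiles 48 h array 2, 28 without control 48 h array 1. For probe sets called up by volatiles 48 h and down by feeding (main 16): 3 without control 48 h array 3, 6 without control 48 h array 2, 7 without volatiles 48 h array 2, 8 without volatiles 48 h array 1, 37 without control 48 h array 1. For probe sets called down by volatiles 48 h and up by feeding (main 6): 1 without control 48 h array 3, 2 without control 48 h array 2, 28 without control 48 h array 1. Arrays clustered with their treatment were 7 without any single array except the 24 h volatile arrays, and 8 without either of those.

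The adjusted p of the lists that changed sides when 1 array was left out was: Photosynthesis at 48 h (main 0.0494): 0.034 without volatiles 48 h array 2, 0.072 without control 48 h array 3, 0.084 without volatiles 48 h array 1, 0.092 without control 48 h array 2, 0.13 without control 48 h array 1, 0.21 without volatiles 48 h array 3. Chlorophyll and carotenoids at 48 h (main 0.059): 0.0061 without volatiles 48 h array 2, 0.23 without volatiles 48 h array 3. Photosynthesis with feeding (main 0.16): 0.043 without leafminer-fed array 3, 0.57 without leafminer-fed array 1. Chlorophyll and carotenoids with feeding (main 0.0054): 0.0036 without leafminer-fed array 3, 0.077 without healthy array 2. Auxin response with feeding (main 0.16): 0.0071 without healthy array 3, 0.36 without leafminer-fed array 2. Guard cells with feeding (main 0.058): 0.030 without healthy array 3, 0.0499 without leafminer-fed array 3, 0.20 without leafminer-fed array 1. Response to chemical stimulus at 24 h (main 0.077): 0.038 without volatiles 24 h array 2, 0.45 without volatiles 24 h array 1. Response to other organism at 24 h (main 0.088): 0.038 without volatiles 24 h array 2, 0.55 without volatiles 24 h array 1. Response to biotic stimulus at 24 h (main 0.088): 0.038 without volatiles 24 h array 2, 0.55 without volatiles 24 h array 1. Response to stress at 24 h (main 0.077): 0.038 without volatiles 24 h array 2, 0.45 without volatiles 24 h array 1. Response to external stimulus at 24 h (main 0.088): 0.0459 without volatiles 24 h array 2, 0.45 without volatiles 24 h array 1. All of Table S2 at 24 h (main 0.077): 0.038 without volatiles 24 h array 2, 0.45 without volatiles 24 h array 1.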

Differences from the paper's values

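All comparisons in this part follow from values set before the data were examined, apart from median scaling, which was chosen after the values were seen.

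For probe sets called up by feeding, the paper's value is 1695 and the value here is 2902 at the same thresholds; counts are taken to differ when one is more than 1.5 times the other. By that limit the difference closes under quantile normalization (2230), log2(value + 16) (1929) and the upper 60% by signal (2263), set before the data were examined, and under median scaling (2310), chosen after seeing the values. It does not close in fits on own arrays only (2624), with the replicate block (2789), with SAM (3186), at fold 1.5 (4037), with no fold cutoff (4273), at fold 2 without a test (3637) or with no variance trend (2905). For probe sets called down by feeding the paper's value is 1401 and the value here 1476, which do not differ, but under quantile normalization (2381), log2(value + 16) (794) and median scaling (2255) they do, as they do at fold 1.5 (2288) and with no fold cutoff (2431), and not in the upper 60% by signal (1233).

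For immune response genes up at 24 h, the paper's value is 6 and the value here is 0 at the thresholds of its methods. Those thresholds are stated for triplicate samples, and the 24 h groups have 2 arrays each. The threshold behind the paper's 6 genes is thus not stated, and the values may rest on unlike criteria. The difference closes at fold 2 without a test (5), and under none of the other settings set before the data were examined (quantile normalization, the offset, the upper 60% by signal, own arrays only, the replicate block, SAM, fold 1.5, no fold cutoff and no variance trend, each 0). All 6 genes were above 0 at 24 h.

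For AT4G13180 the paper's fold at 48 h in Table S2 is 2.84 and the fold here is 4.27; under quantile normalization (4.13) and log2(value + 16) (3.64) it lies within 1.5 times, as it does under median scaling (3.98), chosen after seeing the values. For a probe set not paired with a gene the paper's fold is 3.93 and the fold here 6.03, which lies within 1.5 times under quantile normalization (5.81) and log2(value + 16) (4.56), and under median scaling (5.61), chosen after seeing the values. For another such probe set the paper's fold is 2.31 and the fold here 3.96, which closes with log2(value + 16) (2.69) and not under quantile normalization (3.80) or median scaling (3.69). The upper 60% by signal, own arrays only and the replicate block close none of these gaps, since they leave a difference of group means as it is. Median scaling loses 4 of the 27 probe sets of Table S2 that were called up. Each other fold of Table S2 lies within 1.5 times of the one here or differs from it by less than the SD between arrays here; 8 are beyond 1.5 times and count as not different by that SD alone.

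The paper describes expression patterns of control, 24 h and 48 h plants that are separate from each other; here both 24 h volatile arrays lay with the control arrays, and 8 of 10 arrays lay with their treatment. The clustered probe sets were mostly called at 48 h, a choice that itself favors this placing of the 24 h arrays.

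The paper describes genes of metabolic and regulatory processes as down at 24 h; here 3 probe sets were called down at 24 h, with no function in metabolism stated in the sources used here.

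The paper states that the genes up at 24 h were mostly defense genes; here the gene called up, AT2G37070, is not described as one in the sources used here. As the paper states, it stayed up at 48 h.

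The paper describes auxin genes as down in both treatments. Of 29 auxin genes listed here, 5 had a named probe set, so most of the list was not tested. With 48 h of volatiles 0 of these 5 were called down, 1 of 5 was above 0, and the median log2 change was -0.15. Feeding called 2 up and 1 down. The auxin-induced protein of Table S1 did fall with feeding, and had -0.68 with 48 h of volatiles, which did not pass.

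Table S1 has a group of genes that the paper selected as not regulated; here feeding called 3 of its 7 probe sets up and 2 down. The paper selected genes shared by the GO terms that had a fold above 2. OPR3, which is among those selected, has 1.52 in the paper's table and 1.55 here. For this gene the paper's rule and its own table differ, and the fold here is close to the table.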

Other observations

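The tests in this part were written before their results were seen, apart from the test of signal near the floor, which was written after, and median scaling, which was chosen after the values were seen; the patterns were found in the same data.

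Fed leaves also changed single genes of the root, clock, hormone signaling, phloem, stomatal and senescence lists. PYK10, a beta-glucosidase gene typical of roots, rose by 3.18 (SE 0.31, adjusted p = 9.0e-06), and the clock gene GI by 1.27 (SE 0.24, adjusted p = 0.0013). MYC4, a jasmonate regulator, fell with -2.06 (SE 0.33, adjusted p = 4.6e-04), whereas its relative MYC3 rose by 0.83 (SE 0.28, adjusted p = 0.043), and EIN3, the regulator of ethylene responses, rose by 0.88 (SE 0.25, adjusted p = 0.020). SWEET11, a sugar transporter of the phloem, had -0.68 (SE 0.16, adjusted p = 0.0071) and the stomatal regulator SPCH -0.99 (SE 0.31, adjusted p = 0.028). WRKY53 and WRKY6, regulators of senescence, rose by 3.44 (SE 0.45, adjusted p = 1.0e-04) and 2.92 (SE 0.25, adjusted p = 3.6e-06), while SAG29 had -1.29 (SE 1.03, adjusted p = 0.40), and its responses to feeding and volatiles differed by -5.20 (SE 1.45, adjusted p = 0.029).

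Among the lists not described beside a sentence of the paper, senescence rose with feeding (fry, adjusted p = 3.1e-05; adjusted p = 0.25 with an estimated correlation, and 0.14 with it after quantile normalization) and did not pass at 24 h (adjusted p = 0.64). Guard cell genes did not pass at 24 h (adjusted p = 0.22), 48 h (0.57) or with feeding (0.058). Phenylpropanoid genes did not pass at 24 h (adjusted p = 0.82, where the median of -0.04 and the mean of 0.04 differ in sign) or with feeding (0.16). Chlorophyll and carotenoid genes had 0.23 at 24 h, chitinases 0.23, abscisic acid and cold genes 0.64, and cell wall loosening 0.64 at 24 h and 0.25 at 48 h. With fewer than 3 named members, 16 lists were not tested, of which the indole glucosinolate and flower lists had 0. UGT74B1, of aliphatic glucosinolate synthesis, had 0.60, 0.59 and 0.58 at 24 h, 48 h and with feeding, and BCAT4 0.21, 0.13 and 0.44. RTE1 of ethylene signaling had -0.16 with feeding, the heat shock genes ATHSP22.0 and AT1G53540 had 0.61 and -0.92, AT5G52660 of the clock list 0.45, AUR1 of cell division -0.14, TRY of trichomes -0.85 and the root expansin EXPA7 1.17; none of these passed.

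Detoxification genes were lower at 24 h and higher at 48 h, with a mean interaction of 3.29 on the log2 scale (spread over arrays left out 0.36). At 24 h the list did not pass fry (adjusted p = 0.13, and 0.018 after quantile normalization) and passed camera with an estimated correlation (adjusted p = 0.039). At 48 h it passed fry (adjusted p = 0.0023) and did not pass camera with an estimated correlation (adjusted p = 0.053). A single array does not explain the interaction, since the lowest mean was 2.84, without the third control array of 48 h, and neither does the scaling of the arrays, after which it was at least 3.41. Signal near the floor stays open, as 0 of the 5 members reach the median signal in their lowest group; that 5 reach it in their highest group says nothing about the groups where they are low. The 48 h controls also spread widely, with log2 signals of 6.81, 5.11 and 3.62 for AT2G04050 and 4.29, 1.79 and 2.02 for GSTU25. The length of exposure stays open as well and was not tested apart from these.

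Chloroplast-encoded transcripts were lower at 48 h, and scaling of the arrays does not explain this, since the median change was -0.72 or further from 0 after rescaling. A single array cannot be told apart from a shared change, as the median was -0.37 without the third volatile array against -0.63 with all (spread 0.15). RNA quality stays open as well, with a difference in the mean 3 prime minus 5 prime signal of -0.156 (SD 0.146, exact p = 0.3) and one of -0.462 for GAPDH, for which the 6 arrays lay apart by group (exact p = 0.1, the smallest possible). As a set the probe sets did not pass limma's fry (unadjusted p of 1 list = 0.084; 0.023 after quantile normalization). No biological explanation was tested.

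Other splits of the 6 arrays of a comparison are too few, at 10, for a share under 0.05. At 48 h the real split gave 127 up and 47 down, 1 of 10 with as many in each case, and the highest other split 12 and 12; with feeding it gave 2902 and 1476, again 1 of 10 in each case, and the highest other 5 and 5. For probe sets up in both treatments, 1 of 100 joint splits, the real one, had 56, and the highest other had 16. That other split is the real grouping with the fed and healthy labels swapped. Its 16 are the probe sets called up by volatiles and down by feeding, and the regrouped splits gave 0. For the difference between the responses, 10 of 100 splits had 3194 or more (highest 4803). They include the real split and the one with swapped labels (4459), and the rest regroup the volatile arrays. Chance splits of the volatile arrays thus give as many. All 10 are among the real split and the 11 others that keep fed and healthy arrays apart, the lowest of which gave 2425. The splits that mix fed and healthy arrays put the change with feeding into the spread within groups, so their low counts say nothing here, and they make up most of the splits for the probe sets up in both treatments as well. The count of differences is thus no measure of a distinct response to volatiles.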
